# Maternal High Fat Diet and Diabetes Disrupts Transcriptomic Pathways That Regulate Cardiac Metabolism and Cell Fate in Newborn Rat Hearts

**DOI:** 10.3389/fendo.2020.570846

**Published:** 2020-09-17

**Authors:** Claudia C. Preston, Tricia D. Larsen, Julie A. Eclov, Eli J. Louwagie, Tyler C. T. Gandy, Randolph S. Faustino, Michelle L. Baack

**Keywords:** PI3K/Akt pathway, mitochondrial biogenesis, cardiovascular disease, maternal diabetes, high fat diet, functional genomics

## Abstract

**Background:** Children born to diabetic or obese mothers have a higher risk of heart disease at birth and later in life. Using chromatin immunoprecipitation sequencing, we previously demonstrated that late-gestation diabetes, maternal high fat (HF) diet, and the combination causes distinct fuel-mediated epigenetic reprogramming of rat cardiac tissue during fetal cardiogenesis. The objective of the present study was to investigate the overall transcriptional signature of newborn offspring exposed to maternal diabetes and maternal H diet.

**Methods:** Microarray gene expression profiling of hearts from diabetes exposed, HF diet exposed, and combination exposed newborn rats was compared to controls. Functional annotation, pathway and network analysis of differentially expressed genes were performed in combination exposed and control newborn rat hearts. Further downstream metabolic assessments included measurement of total and phosphorylated AKT2 and GSK3β, as well as quantification of glycolytic capacity by extracellular flux analysis and glycogen staining.

**Results:** Transcriptional analysis identified significant fuel-mediated changes in offspring cardiac gene expression. Specifically, functional pathways analysis identified two key signaling cascades that were functionally prioritized in combination exposed offspring hearts: (1) downregulation of fibroblast growth factor (FGF) activated PI3K/AKT pathway and (2) upregulation of peroxisome proliferator-activated receptor gamma coactivator alpha (PGC1α) mitochondrial biogenesis signaling. Functional metabolic and histochemical assays supported these transcriptome changes, corroborating diabetes- and diet-induced cardiac transcriptome remodeling and cardiac metabolism in offspring.

**Conclusion:** This study provides the first data accounting for the compounding effects of maternal hyperglycemia and hyperlipidemia on the developmental cardiac transcriptome, and elucidates nuanced and novel features of maternal diabetes and diet on regulation of heart health.

## Introduction

Cardiovascular disease (CVD) is the leading cause of death in the United States and by 2030 is projected to affect 40.5% of the US population (1). It is critical to identify high-risk populations and implement targeted prevention in order to decrease this growing burden of disease. The pathogenesis of CVD is influenced over time by both hereditary and environmental factors. Mounting evidence shows that these processes may even begin before birth (2, 3). Specifically, exposure to excess circulating maternal fuels during critical windows of fetal development increases the lifetime risk of CVD (4–7). Worldwide, there are 21.3 million live births annually to women with hyperglycemia during pregnancy (8). Additionally, 35% of women are obese (9), a co-morbidity that exacerbates this growing problem. Indeed, obese women develop gestational diabetes mellitus (GDM) at 4 times higher odds than non-obese women (10). For these reasons, finding effective, targeted prevention for this growing and readily identifiable population would significantly lower the burden of heart disease over time.

While it is increasingly recognized that infants born to diabetic or obese mothers have a higher incidence of heart disease at birth and later in life, prevention is hindered because the underlying mechanisms remain unknown. Importantly, infants exposed to diabetic pregnancy have a higher incidence of cardiac hypertrophy, diastolic dysfunction and impaired myocardial performance that begins *in utero* and cardiac pathology is similar regardless of diabetes type (pregestational or gestational diabetes) (11). To improve overall outcomes of diabetic pregnancy, the current standard of care is routine screening and efforts to optimize maternal blood sugar levels before and during pregnancy (12). While improved glycemic control, especially alongside enhanced and earlier screening for gestational diabetes has certainly decreased perinatal morbidities (13–16), infants continue to have a higher risk of heart disease even when born to mothers with good glycemic control (11, 17–20). Additionally, gestational diabetes predisposes infants to macrosomia and programmed cardiometabolic disease as adults, even if their mother was treated during pregnancy (21–28). This suggests additional under-recognized, targetable risk factors including lipids. Both maternal diabetes and high fat (HF) diet increase circulating lipids above the normal physiologic hyperlipidemia of pregnancy (29). We developed a rat model to determine the individual and compounding effects of maternal diabetes and HF diet on cardiac outcomes in offspring. We found that a triad of maternal hyperglycemia, hyperlipidemia, and fetal hyperinsulinemia led to progressively worsening mitochondrial dysfunction, impaired cellular bioenergetics, and poorer cardiac function in newborn offspring hearts (30, 31).

We hypothesized that exposure to excess circulating fuels disrupts the *in utero* gene-environment interaction to program heart disease in the developing fetus, specifically through metabolic and mitochondrial mediated mechanisms. Our previous data using a well-characterized rat model and chromatin immunoprecipitation sequencing (ChIP-Seq) showed that maternal HF diet, especially alongside late-gestation hyperglycemia, caused distinct fuel-mediated epigenetic programming of cardiac metabolism during fetal cardiogenesis (32). The present study used a cardiac systems biology approach that uncovered specific mechanisms underlying cardiometabolic pathology that may serve as potential targets for intervention.

## Materials and Methods

All experimental methods were carried out in agreement with applicable international, national, and institutional guidelines for the care and use of animals (Animal Welfare Act and National Institutes of Health policies) and were approved by the Sanford Research Institutional Animal Care and Use Committee. Sprague Dawley rats (Harlan Laboratories, Indianapolis, IN) were used in all experiments and housed in Sanford Research's Animal Resource Center, a climate-controlled, light-dark cycled facility.

### Animal Model Characteristics

Methods and model characteristics of the four animal groups used in this study have been detailed previously (30, 33). Briefly, young adult female rats received either control or HF diet (Teklad, Harlan Laboratories, Madison, WI) for at least 28 days before mating and throughout pregnancy. Gestational day zero (GD0) was determined by a positive vaginal swab for spermatozoa. On GD14, after confirmation of pregnancy through ultrasound, dams received either citrate buffer (0.09 M) or 65 mg/kg of intraperitoneal streptozotocin (Sigma Life Sciences, St. Louis, MO) to induce diabetes in the last third of pregnancy. The model consistently exposes the developing fetus to a triad of maternal hyperglycemia, diet-induced hyperlipidemia, or the combination (glucolipotoxicity) which incites directly proportional levels of fetal hyperinsulinemia, respectively. The timing of diabetes induction in the last 1/3^rd^ of pregnancy is intentional to exclude confounding from hyperglycemia induced disruption in ovulation, placentation, and organogenesis. Additionally, timing corresponds with peak placental lipid accumulation, fetal pancreatic endocrine function, and more closely translates to pregnancies affected by gestational diabetes in the last trimester. Hyperglycemia was partially controlled with twice daily insulin treatments using regular insulin in the morning and insulin-glargine in the evening to keep non-fasting, whole blood glucose levels in a targeted non-fasting, pre-treatment range of 200–400 mg/dl. This target range was selected to assure an ample hyperglycemic exposure to diabetes-exposed pups, but also avoid significant ketoacidosis or dehydration. Dams that received streptozotocin but did not manifest a fasting blood glucose level ≥ 200 mg/dl were excluded from the study. While in our model all pregnant dams developed physiologic hyperlipidemia of pregnancy, diabetes increased serum triglycerides ~2 fold, diet ~3 fold, and the combination ~5 fold higher than controls leading to corresponding hyperinsulinemia in offspring (30, 32–34). Thus, our model of late gestation diabetes plus HF diet translates to poorly controlled gestational diabetes or Type 2 diabetes in the developing offspring with exposure to glucolipotoxicity and fetal hyperinsulinemia. Delivery (~ GD22) yielded postnatal day one (P1) offspring from four distinct groups: exposed to maternal diabetes alone, exposed to maternal HF diet alone, exposed to the combination of both maternal diabetes and HF diet, and control group (Figure 1A). We used all four groups for gene expression analysis with further experiments streamlined to males from control and combination exposed groups.

**Figure 1:**
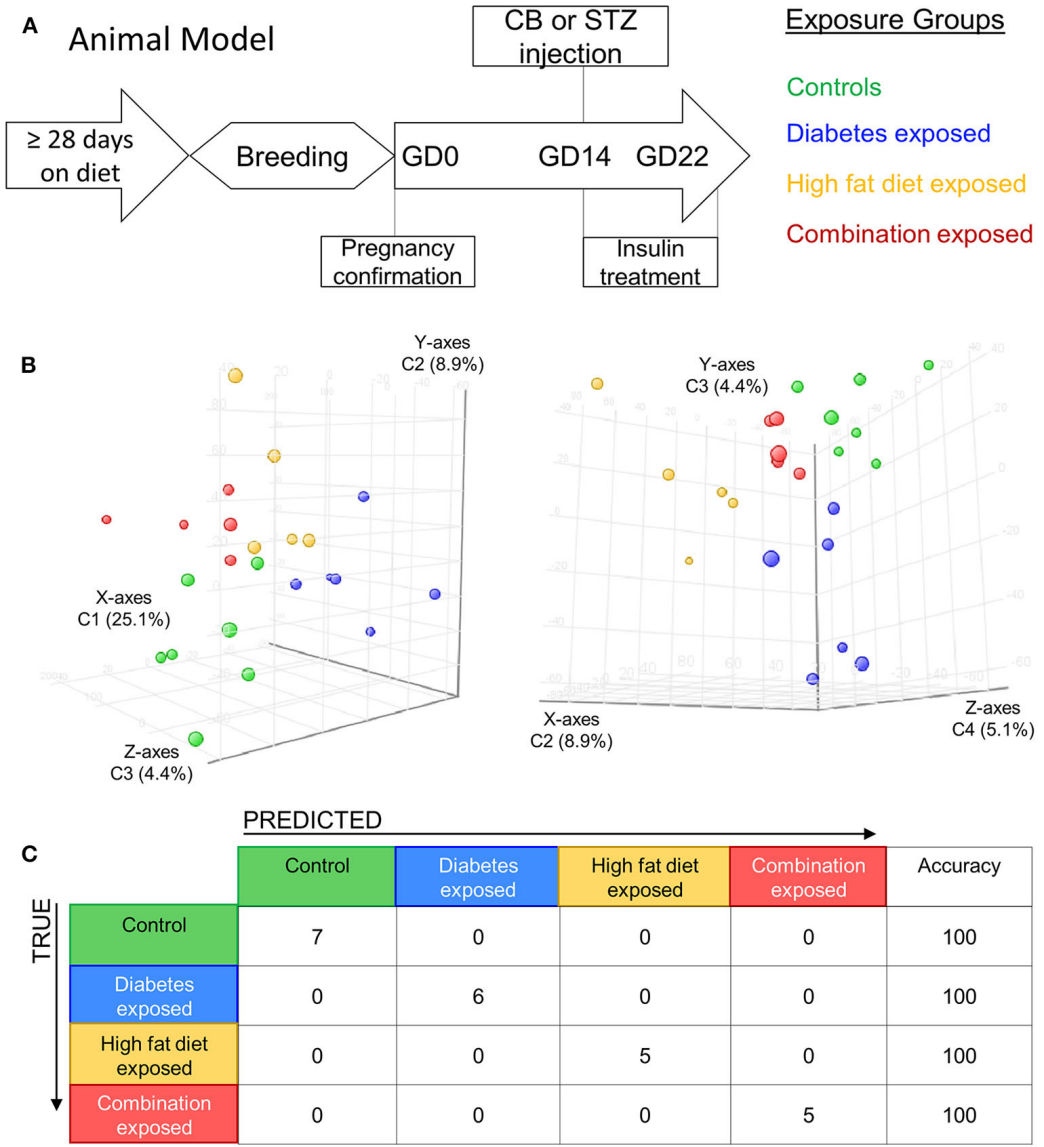
Maternal diabetes and maternal high fat diet impart distinct cardiac transcriptome signatures in newborn rat offspring. **(A)** Schematic showing experimental model of exposed groups. Female rats had at least 28 days of either control or high-fat diet prior to breeding. Female diet continued throughout pregnancy. At gestational day (GD) 14 a single injection of citrate buffer (CB) or streptozotocin (STZ) was delivered to a subset of females with high-fat or control diet. At GD22 newborns were delivered and hearts were extracted for study from four exposed groups: controls (green), diabetes exposed (blue), high fat diet exposed (yellow), and combination exposed (orange). **(B)** Principal components analysis (PCA) plots depicting distinct transcriptome signature among all the exposed groups. Data is visualized here in two plots with different components plotted in each: components 1–3 are plotted on the left (C1 = 25.1%, C2 = 8.9%, and C3 = 4.4%); and components 3–4 are used in PCA plot on right (C2 = 8.9%, C3 = 4.4% and C4 = 5.1%). **(C)** Class prediction model used individual sample expression signatures to demonstrate with 100% accuracy the identification of each sample to their respective exposure group.

### Total RNA Isolation and Quantification

Hearts were extracted from control, diabetes exposed, HF diet exposed, and combination exposed P1 offspring. Immediately after harvesting, samples were snap frozen in liquid nitrogen, and stored at −80°C until RNA extraction. Each experimental group consisted of a pool of male and female rat hearts. Total RNA was extracted from the whole heart with TRIzol and purified using an affinity resin column (Qiagen RNeasy Mini kit, Germantown, MD) according to manufacturer's protocol. Total RNA concentration was performed using spectrophotometric analysis measurement (abs-emission A260/A280) by NanoDrop 2000 UV-Vis Spectrophotometer (Thermo Fisher Scientific Inc. Waltham, MA). RNA sample integrity was assessed by electropherogram analysis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and only samples with RNA integrity number (RIN) scores > 8 were used for microarray labeling and hybridization.

### Microarray Hybridization and Data Analysis

Microarray hybridization was performed by the Analytical Genomics Core Facility (Sanford Burnham Medical Discovery Institute, Lake Nona, Orlando, FL) using GeneChip Rat Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA) according to manufacturer's protocol. Briefly, total isolated RNA (100 ng) from each sample was converted to cDNA utilizing SuperScript III First Strand Synthesis Supermix (Invitrogen, Life Technologies Corporation, Carlsbad, CA). Labeled complimentary RNA (cRNA), synthesized and amplified from the double-stranded cDNA template, was fragmented and hybridized onto GeneChip arrays. As a measure of quality control of the fragmented biotin-labeled cRNA, a prior hybridization of a test-3 array was performed and analyzed. GeneChip 3000 scanner (Affymetrix, Santa Clara, CA) was used to scan and quantitatively analyze images of hybridized GeneChip arrays. Intensity values for each probe cell in the arrays were calculated by GeneChip software.

Data normalization and analysis was performed using GeneSpring GX 14.01 (Agilent Technologies, Palo Alto, CA). Probe cell intensities were used to calculate an average intensity for each set of probe pairs representing a gene. Quality control (QC) filtering was performed on the normalized intensity values and entities were clustered into four conditions: diabetes, HF diet, combination exposed and controls. Gene expression profiles for each condition were visualized as volcano plots to identify genes significantly upregulated or downregulated in each group.

### Functional Annotation Analysis

Statistically significant gene expression profiles from each comparison were separated into upregulated and downregulated lists for functional annotation, Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome pathway enrichment analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources v6.8 (https://david.ncifcrf.gov/, last access on 7/24/2020). To determine over representation or enrichment, the DAVID algorithm employs a modified Fisher's exact test that is incorporated into a score that reports relative priority. Entrez Gene identifiers of differentially expressed genes (structured into three lists: upregulated, downregulated and total genes changing) were submitted to DAVID for functional annotation analysis. RaGene-1_0-st-v1 array gene set was used as background and a high classification stringency was selected to maintain robust groups. Scores were reported for KEGG and Reactome pathways when applicable. Further functional pathway analysis of the upregulated, downregulated and total differentially expressed genes list was done through Reactome pathways database analysis tool (Reactome v69; https://reactome.org/, last access on 07/24/2020).

### Networks Analysis and Gene Targets Prioritization

Ingenuity pathway analysis (IPA; Qiagen, Germantown, MD) was performed to map functional gene networks defined by the quality-filtered transcriptome. Highest priority network scores were determined and all the gene relationships, i.e., functional interactions among genes, were exported from IPA for use in Cytoscape v3.7.1 (https://cytoscape.org/) for further network analysis. Prioritization of gene targets was achieved through graph theory analysis tools within Cytoscape. Molecule Activity Predictor Analysis module in IPA was used to predict activation or inhibition of non-focused neighboring molecules, defined by IPA as molecules not included in the uploaded list of genes/molecules, within the functional network. This prediction analysis is based on the expression of the focused molecules, also known as statistically significant genes, within the network and predicts either upstream and/or downstream activities.

### Determination of Mitochondrial-Associated Genes

MitoCarta 2.0 database (Broad Institute, Cambridge, MA) was used to determine the mitochondrial-associated genes in our list of statistically significant genes. MitoCarta 2.0 is an online repository of 1,158 mammalian (human and mouse) genes encoding proteins where their mitochondrial localization has been validated by various methods. We cross-referenced data from MitoCarta with data from the current study to identify mitochondrial-related genes in our gene expression dataset. The recently updated mouse MitoCarta 2.0 database used in the present analysis can be found at the following website: (https://www.broadinstitute.org/files/shared/metabolism/mitocarta/mouse.mitocarta.2.0.html).

### Quantitative RT PCR

RNA was extracted from newborn (P1) rat hearts using the RNeasy Fibrous Tissue Mini kit (Qiagen, Germantown, MD) following manufacturer's protocol. RNA integrity was assessed by electropherograms using 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA) and demonstrated RIN scores of 9.2-10 (average = 9.8). RNA concentration from two groups, control and combination exposed, was measured by Epoch spectrophotometer (BioTek, Winooski, VT). Complementary DNA (cDNA) was synthesized using iScript cDNA Synthesis Kit and T100 Thermal Cycler (Bio-Rad, Hercules, California). Quantitative PCR (qPCR) was performed by TaqMan Gene Expression Assays approach with ABsolute Blue QPCR Mix (Thermo Fisher Scientific, Waltham, MA) using an ABI7500 qPCR system (Thermo Fisher Scientific, Waltham, MA). Beta-2-microglobulin (*B2m*) was used as the reference gene. Cardiac expression relative to *B2m* was compared between the control and combination exposed groups (*n* = 6 males/group). *B2m*, mitochondrial ribosomal protein L19 (*Mrpl19*), mitochondrial ribosomal protein S27 (*Mrps27*), peroxisome proliferator-activated receptor gamma coactivator 1 alpha (*Ppargc1a*) and fibroblast growth factor receptor 2 (*Fgfr2*) probe/primer sets were obtained from Thermo Fisher Scientific (Waltham, MA), and death associated protein 3 (*Dap3*) probe/primer set was obtained from Integrated DNA Technologies (Coralville, IA).

### Western Blot Analysis

Newborn (P1) rat hearts from control and combination exposed males were homogenized and sonicated in RIPA buffer (50 mM Tris (pH 7.5), 150 mM NaCl, 1% Triton X, 0.5% deoxycholate, 0.1% sodium dodecyl sulfate) with cOmplete protease inhibitor cocktail (Roche, Indianapolis, IN) and phosphatase inhibitor cocktail (Sigma-Aldrich, St. Louis, MO). Protein concentrations were measured using the DC Protein Assay kit (Bio-Rad, Hercules, CA) and Cytation 3 Spectrophotometer (BioTek, Winooski, VT). Protein (20 μg) was prepared using Laemmli buffer and reducing agent then subjected to electrophoresis on 4–15% Criterion TGX Gels using Tris/Glycine/SDS buffer (Bio-Rad). MagicMark XP Western Protein Standard (Thermo Fisher Scientific, Waltham, MA) was used to identify band size. Gels were transferred to PVDF membranes using Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were dried, rehydrated in methanol, washed in TBS, blocked in TBS containing 10% Clear Milk Blocking Buffer (Thermo Fisher Scientific) and then incubated overnight at 4°C with primary antibody. After washing in TBS-T, membranes were blocked again and incubated with secondary antibody for 1 h, using goat anti-rabbit IgG-HRP for reference proteins (Southern Biotech, Birmingham, AL) or donkey anti-rabbit IgG IRDye 680RD (LI-COR, Lincoln, NE) for proteins of interest. HRP exposed bands were visualized using Luminata Forte HRP Chemiluminescence Substrate (Thermo Fisher Scientific). Images were captured using a ChemiDoc MP Imaging System (Bio-Rad) and densitometric analysis was done using ImageJ. Optical density (OD) measurements from tested proteins were normalized to primary reference protein β-ACTIN. Voltage-dependent anion channel or porin (VDAC) and translocase of outer mitochondrial membrane 20 (TOMM20), both outer mitochondrial membrane proteins, were used as secondary references.

### Enzymatic Assays

Insulin and c-peptide levels were measured on 25 μl of newborn (P1) serum using the MILLIPLEX Map Rat Metabolic panel (MilliporeSigma, Burlington, MA) as previously done (30, 33) and Total Protein kinase B isoform 2 (AKT2) and Ser473-phosphorylated AKT2 (regulatory site for insulin signaling) were measured using the MILLIPLEX Map Phospho/Total AKT2 2-plex Magnetic Bead Panel (MilliporeSigma, Burlington, MA) according to manufacturer's protocol as described (33). Briefly, 15 μg of aforementioned newborn (P1) rat heart protein was incubated overnight with antibody coated beads. The beads were then washed and incubated with Detection Antibody for 1 h. Streptavidin-PE was then used as a reporter molecule. The plates were read and analyzed using Luminex 200 Milliplex Analyzer (MilliporeSigma, Burlington, MA).

Total glycogen synthase kinase 3 beta (GSK3β) and Ser9 phosphorylated GSK3β were measured from aforementioned newborn (P1) rat heart protein using GSK3β (Total/Phospho) Multispecies InstantOne ELISA Kit (Thermo Fisher Scientific, Waltham, MA) according to manufacturer's protocol. In short, 30 μg of protein lysate was added to the ELISA plate and incubated with Antibody Cocktail for 1 h. The wells were then washed with Wash Buffer and exposed to Detection Reagent. After 15 min, Stop Solution was added and the plate was read at 450 nm using Cytation 3 Spectrophotometer (BioTek, Winooski, VT).

### Extracellular Flux (XF) Analyses

A glycolytic stress test (GST) was used to compare basal and maximal glycolysis and reserve capacity of primary isolated neonatal (P1) rat cardiomyocytes (NRCM) from control and combination exposed offspring on Seahorse XF24 analyzer (Agilent Technologies, Palo Alto, CA). Methods and experimental validation were similar to that previously described (30). Briefly, newborn hearts were harvested in ice-cold HBSS. Atria were removed and ventricles were minced then digested with 2 mg/mL DNase I and 0.15% Trypsin. Digestion was stopped with bovine serum (BS) and cells were pelleted and transferred to 10:1 DMEM-1 (DMEM with 10% BS and 1% penicillin/streptomycin) with DNase I. Cells were incubated on an uncoated plastic dish for 1 h at 37°C in 5% CO_2_ to remove rapidly adhering fibroblasts. Live NRCM were then counted and plated at a seeding density of 40,000 cells/well to 0.1% gelatin coated V7-PS 24-well microplates in DMEM-2 (DMEM-1 with 100 μM bromodeoxyuridine) and incubated overnight (12 h) at 37°C with humidified 5% CO_2_. The following morning, media was changed to XF base media (Agilent Technologies), incubated without CO_2_ for 1 h, and then oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were measured at baseline and following injections to yield final well concentrations. Conditions were as follows:

- Port A: 10 mM D-(+)-glucose (Sigma G8644)
- Port B: 2 μM rotenone (Sigma R8875) + 4 μM antimycin A (Sigma A8674), respiratory complex inhibitors used to drive anaerobic glycolysis
- Port C: 200 μM monensin (Sigma M5273) + 0.25 μM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP, Sigma C2920) which uncouples aerobic respiration to ensure attainment of maximal anaerobic glycolysis

Outcome measures included: baseline glycolysis, glycolysis following glucose injection, and maximal glycolysis (defined as peak ECAR following rotenone/antimycin) because FCCP/monensin did not usually increase ECAR further. The proton production rate (PPR) was calculated as originally described by Mookerjee et al. to discern acidification from anaerobic glycolysis vs. mitochondrial respiration (30, 35).

### Histopathology

Formalin fixed and paraffin embedded P1 rat hearts (*n* = 13) were sectioned and stained with periodic acid-Schiff (PAS) stain to qualitatively compare glycogen stores. In brief, biventricular cross-sections were deparaffinized and rehydrated, stained with 0.5% periodic acid for 5 min then Schiff solution for 15 min and washed in running water 10 for minutes. Sections were then counterstained with hematoxylin, dehydrated, and mounted with a coverslip. Sections were digitally imaged with the Aperio VERSA 8 automated slide scanner and qualitatively analyzed using the Aperio Image Scope Software (Leica Biosystems Imaging, Buffalo Grove, IL).

### Mitochondrial Copy Number

Total DNA was extracted from P1 whole hearts (*n* = 6–7 males/group) via DNeasy Blood and Tissue Kit (Qiagen, Germantown, MD) following manufacturer's instructions. DNA integrity and concentrations were determined using Epoch spectrophotometer (BioTek, Winooski, VT). Relative mitochondrial DNA copy number was determined using qPCR with primers designed for mitochondrial control region (*D-loop*; Integrated DNA Technologies, Coralville, IA) and cytochrome-c oxidase I (*Mt-co1*; Thermo Fisher Scientific, Waltham, MA) as previously described (30, 36). All qPCR reactions were run in triplicate in ABsolute Blue QPCR Mix (Thermo Fisher Scientific) on a Stratagene Mx3000P thermocycler (Agilent Technologies, Santa Clara, CA). Gene-specific standard curves were calculated using rat mitochondrial DNA and MxPro software (Agilent Technologies, Santa Clara, CA) and used to calculate relative mitochondrial DNA copy number.

### Statistical Analysis

Statistical analysis of the microarray gene expression was performed using the unpaired unequal variance *t*-test (Welch test). The hierarchical clustering for groups and entities was performed using Euclidean distance metric and Ward's linkage algorithm. Statistical significance was set at 1.25 fold change (FC, > 1.25 and < −1.25) and *p* < 0.05. The microarray datasets generated and analyzed in this study are available in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE150649. Results from PCR, protein expression, mitochondrial copy number and extracellular flux analyses were analyzed using student's *T*-test or Mann-Whitney to detect significant differences between P1 male controls vs. combination exposed offspring. These analyses were done using Prism software (GraphPad Software, La Jolla, CA) and statistical significance was set at *p* < 0.05.

## Results

### Maternal Diabetes and High-Fat Diet Alter the Transcriptome of the Newborn Offspring Heart

Newborn rat hearts were examined by microarray analysis to determine transcriptome remodeling prompted by *in utero* exposures. Four groups were defined: controls (*n* = 7), diabetes exposed (*n* = 6), HF diet exposed (*n* = 5) and combination exposed (*n* = 5; Figure 1A). 

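RNA of each newborn heart was hybridized to its own Affymetrix Rat Gene 1.0 ST array, a chip whose probe sets read along whole transcripts, so the 23 arrays stand for 23 hearts. The dams had eaten control or HF diet for at least 28 days, and diabetes was induced on gestational day 14 with 65 mg/kg streptozotocin, a toxin of the insulin-producing beta cells of the pancreas. Hearts were taken whole on postnatal day 1 from males and females together, and the sex of single hearts is not given in the sources used here. The authors normalized the arrays in GeneSpring GX and deposited 1 table of 29170 probe sets by 23 hearts on a log2 scale. In that table the median of every probe set over the 23 hearts is 0, so a value is a distance from this median, differences between groups can be read, and the level of a gene cannot. Medians of the arrays lay between -0.015 and 0.019. The SD over probe sets ran from 0.16 to 0.393, the widest being combination heart 1. The array annotation gives 1 gene symbol for 15310 probe sets, several for 323 and none for 13537; genes are named here from the first kind, and 270 other probe sets only through identifiers in the paper's tables. For 198 probe sets all 23 values equal those of an earlier probe set, so counts of probe sets hold some measurements more than once. From these values, all 23 hearts were fitted in 1 linear model with limma, whose prior SD for a gene was 0.163 at 3.56 prior and 19 residual degrees of freedom. Probe sets were counted at the paper's threshold, a fold change beyond 1.25 in either direction with an unadjusted p under 0.05, and again at a Benjamini-Hochberg adjusted p under 0.05. The methods' t-test was run on the same values. Gene lists were averaged within each heart and compared between groups by exact permutation of the hearts, with adjustment over 48 lists. Gene lists, tests, the rule for naming genes and the alternatives were chosen before the data were examined, except those said to be chosen later, and the values in Tables S1 to S9 had been read. The hearts carry 19 code stems in their labels, and 3 stems are shared by several hearts; the 5 HF diet and the 5 combination hearts carry 3 each. The sources do not say whether a stem is a dam, so p-values measure the spread between these hearts, some of which may be littermates. With 5 to 7 arrays in a group, the number of arrays limits the precision, and the median SD of a probe set within a group was 0.164 in control, 0.164 in diabetes, 0.151 in HF diet and 0.18 in combination hearts.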

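Hearts of all 4 groups were spread along the first principal component of the 29170 probe sets, which held 28.8% of the variance over the 23 hearts. The second component held 10.9%, the third 8.88% and the fourth 6.85%. Positions on the first component were -1.78 ± 21.1 (SD, n = 7) in control, -4.48 ± 22.6 (SD, n = 6) in diabetes, -10.5 ± 14.5 (SD, n = 5) in HF diet and 18.3 ± 23.2 (SD, n = 5) in combination hearts. Differences between the groups made up 22.3% of the variance on this component. Combination hearts lay 28.8 above HF diet hearts (exact permutation p = 0.0476, two-sided, adjusted p = 0.286 over 6 comparisons) and 20.1 above control hearts (exact permutation p = 0.149, adjusted p = 0.298). Combination heart 1 sat highest, at 48.4. For class prediction, each heart was left out in turn, the 200 probe sets with the largest F statistic in limma were chosen without it, and it was assigned to the group with the nearest mean profile. In this way 2 of the 23 hearts were assigned to their own group, 0 control, 1 diabetes, 0 HF diet and 1 combination, where naming the most common group every time would give 7. With 50 probe sets 9 of the 23 hearts were assigned to their own group, and with no heart left out all 23 were.

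**Figure D1:**
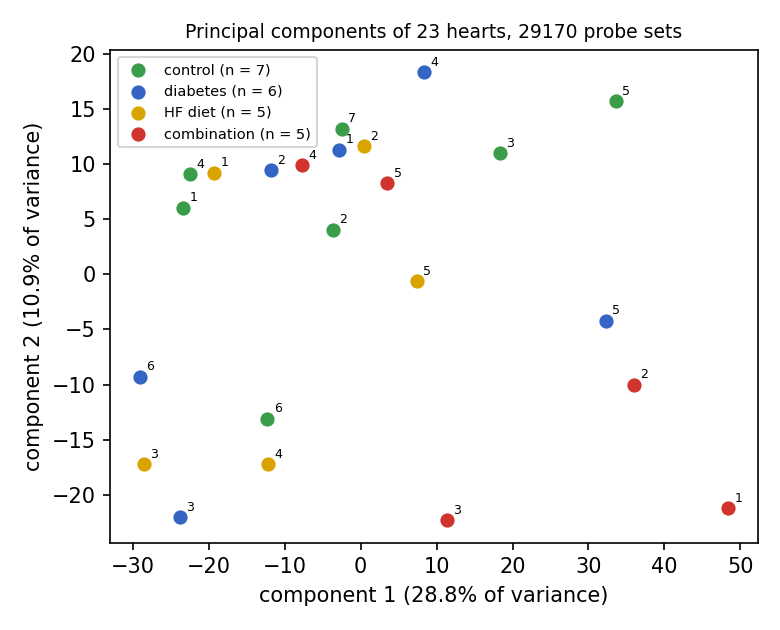
Positions of the 23 hearts on the first 2 principal components of 29170 probe sets, in log2 units of the component scores, with each point 1 heart, its replicate number beside it and its group as the color. The groups overlap on both axes, and control hearts run from -23.4 to 33.6 on the first component.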

Principal component analysis and class prediction modeling (Figures 1B,C) confirmed reproducibility and consistency of transcriptional profiles. To characterize differentially expressed genes (DEG) in this study, exposure groups were compared in a pairwise fashion to controls as well as to other exposure groups (Figure 2, Figure S1, Tables S1–S6). 

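All 5 combination exposed hearts lay above all 7 control hearts for Pgk1 (probe set 10934610), a glycolytic enzyme that yields ATP, at 0.26 ± 0.20 (SD, n = 5) against -0.16 ± 0.14 (SD, n = 7), a log2 difference of 0.42 (standard error 0.11). The same held for Mgarp (probe set 10823093), a mitochondrial protein, at a log2 difference of 0.87 (standard error 0.25), and for Ptx3, a secreted pattern recognition protein, at 0.34 (standard error 0.15). All 5 lay below all controls for Dtx4 (probe set 10729009), a ubiquitin ligase of the Notch pathway, at a log2 difference of -0.51 (standard error 0.11). Cpne5 (probe set 10832034), a calcium-dependent membrane-binding protein, stood at -0.39 ± 0.12 in combination and 0.03 ± 0.06 in control hearts (SD, n = 5 and n = 7), all 5 below. The olfactory receptor gene Or6c35d (0.55), the zinc finger gene Zbtb1 (-0.35) and Ddi1 (-0.33) complete the 8 named probe sets past the threshold with no overlap between the groups, each at an adjusted p of 0.495 from limma. Signal over background cannot be read for Or6c35d. Olfactory and vomeronasal receptors, a technical list of 187 genes, had a mean difference of 0.0256 (exact permutation p = 0.433, adjusted p = 0.594). Mgarp, whose combination values have an SD of 0.735, misses the threshold by the methods' t-test. Without the threshold, 29 of 15310 did not overlap, or 0.189%, where chance gives 0.253%. In limma 965 of the 29170 probe sets passed the paper's threshold, 614 higher and 351 lower in combination hearts. At an adjusted p under 0.05 limma called 0, with 2889 at an unadjusted p under 0.05 and a lowest adjusted p of 0.495. The methods' t-test put 361 past the threshold, 225 higher and 136 lower, and called 0 after Benjamini-Hochberg adjustment, with 1457 at an unadjusted p under 0.05. The count was 348 without combination heart 1, 591 without control heart 1, 1572 without combination heart 5, 1676 without control heart 5 and 2103 without combination heart 4. Of these 8 genes, Zbtb1 (-0.26 without combination heart 3, -0.31 without control heart 1), Ptx3 (0.27 to 0.32, without combination hearts 1 or 3 or control heart 4) and Ddi1 (-0.27 to -0.32, without combination hearts 2 or 5 or control hearts 1 or 6) were short of the threshold when 1 heart was left out. It was 383 with the mean of the erythroid genes as a covariate and 380 with limma's array weights.

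**Figure D2:**
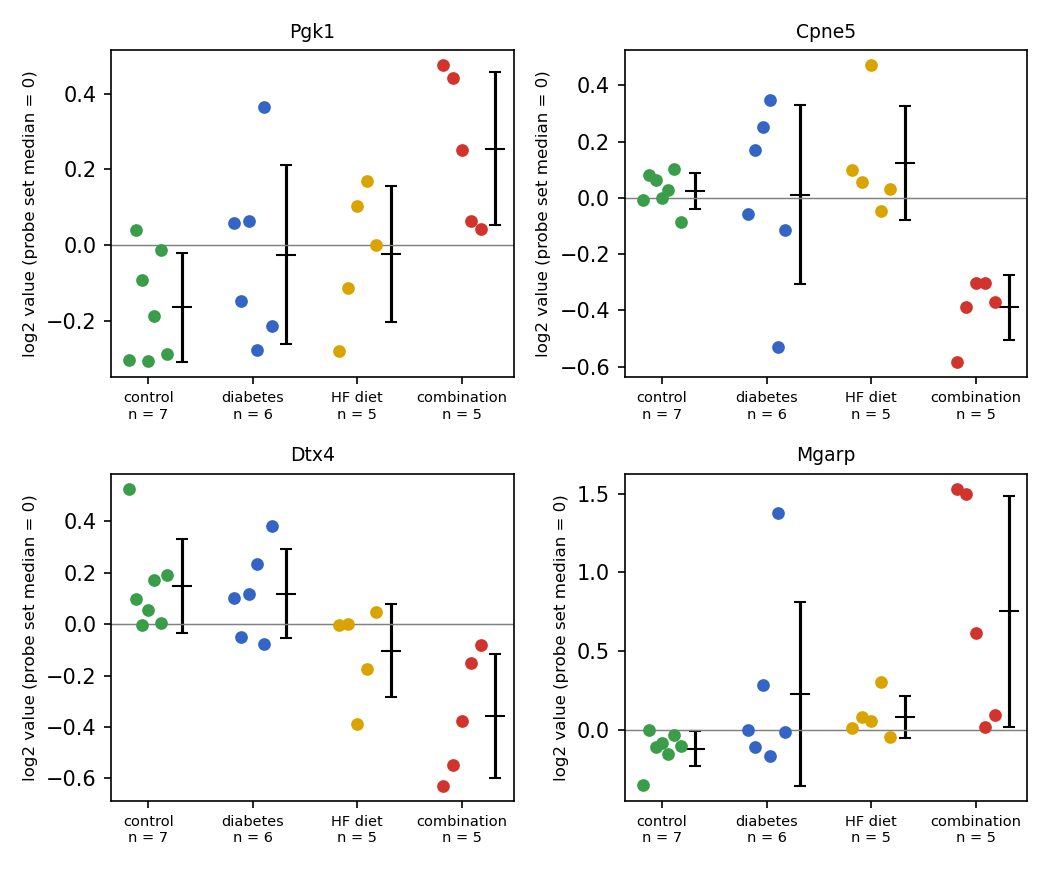
Values of Pgk1, Cpne5, Dtx4 and Mgarp in each heart, on the log2 scale with each probe set's median over 23 hearts at 0, by group; points are hearts, horizontal ticks are means and bars are SD. For each gene the 5 combination hearts lie on one side of the 7 control hearts.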

Of the controls vs. exposure pairs analyzed, the greatest number of significant transcriptomic changes was detected for the combination vs. control comparison which included 323 DEGs, with 122 upregulated and 201 downregulated (Figure 2A). HF diet (Figure 2B) or diabetes (Figure 2C) alone vs. controls had fewer DEGs (132 and 37 DEGs, respectively) prompting our focus on categories of significant functional enrichment in the combination exposed group. 

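Slc7a1, a transporter of cationic amino acids, was at 0.365 ± 0.12 (SD, n = 5) in HF diet hearts and -0.019 ± 0.15 (SD, n = 7) in control hearts, and Mllt11, a gene of developing neurons and blood, was higher by a log2 difference of 0.39 (standard error 0.15). Sema7a, a membrane-anchored semaphorin, was lower by a log2 difference of -0.45 (standard error 0.14) and the olfactory receptor gene Or6c1h by -0.38 (standard error 0.12). Each of these separated the 5 HF diet hearts from the 7 controls completely, as did Rnd1 and Reg3g. These 6 were all the named probe sets past the threshold that did so, and 20 of 15310 did so at any size (0.131%, chance 0.253%). In diabetes exposed hearts Or2aj4, an olfactory receptor gene, was the only such probe set past the threshold, at a log2 difference of 0.45 (standard error 0.098). At any size 4 of 15310 separated (0.0261%, chance 0.117%). The values hold no level, so signal over background cannot be read for Or2aj4 or Or6c1h. Olfactory and vomeronasal receptors, a technical list of 187 genes, had a mean difference of 0.0167 in diabetes hearts (exact permutation p = 0.545). In HF diet hearts it was 0.0227 (exact permutation p = 0.436). No gene of either comparison had an adjusted p below 1 from limma. For HF diet against control 275 probe sets passed the threshold in limma, 200 higher and 75 lower (35 and 41 among probe sets with 1 gene symbol fitted alone), 778 at an unadjusted p under 0.05 and 0 after adjustment. The methods' t-test gave 158, 112 higher and 46 lower, with 801 and 0. For diabetes against control limma gave 89, 65 higher and 24 lower, with 469 at an unadjusted p under 0.05 and 0 after adjustment, and the methods' t-test 51, 40 higher and 11 lower, with 517 and 0. The HF diet count was 152 without HF diet heart 3, 176 without HF diet heart 4, 425 without control heart 6, 450 without HF diet heart 2 and 112 with hearts of 1 code stem averaged. The diabetes count was 136 without diabetes heart 4, 137 without control heart 6, 140 without diabetes heart 5 and 310 with the erythroid mean as a covariate.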

Given that there are only 37 DEGs following diabetes exposure alone compared to 323 DEGs following combination exposure (diabetes and HF diet) highlights the importance of dietary fat intake during diabetic pregnancy. The impact of diet on diabetic pregnancy was further highlighted by analysis of non-control pair comparisons (Figure S1) which demonstrates 245 variable DEGs in the combination vs. diabetes exposure alone. 

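Against diabetes exposed hearts, all 5 combination hearts were higher than all 6 diabetes hearts for Mlana, a melanosome protein, at a log2 difference of 0.50 (standard error 0.13), and for the histone gene H2bu1 at 0.44 (standard error 0.12). Sec11c, a subunit of the signal peptidase, stood at 0.36 (standard error 0.13) and Lysmd2 at 0.35 (standard error 0.10). All 5 were lower for Ndst2, an enzyme of heparan sulfate sulfation, at -0.415 (standard error 0.13), for the sodium bicarbonate cotransporter Slc4a4 at -0.40 (standard error 0.12), and for the nuclear pore protein Pom121 at -0.325 (standard error 0.11). Dtx4 was lower here too, at a log2 difference of -0.475 (standard error 0.115). These are the 8 named probe sets past the threshold whose groups did not overlap, each at an adjusted p of 0.528 from limma, and Sec11c misses the threshold by the methods' t-test. At any size 45 of 15310 did not overlap (0.294%, chance 0.433%). Of 23 fibroblast and extracellular matrix genes 1 was lower and 0 were higher past the threshold, 0 adjusted over the list alone, and the list's mean was lower by a log2 difference of -0.15 (exact permutation p = 0.00866, adjusted p = 0.338 over 48 lists), and by -0.087 without combination heart 1 (exact permutation p = 0.0238). Other lists moved in the same comparison. The mean of 76 genes of the mitochondrial ribosome was higher by 0.27 (exact permutation p = 0.0606). That of 27 chromatin regulators with long transcripts, a technical list, differed by -0.29 (exact permutation p = 0.0584). Both had an adjusted p of 0.338. Without combination heart 1 Slc4a4 (-0.30), Sec11c (0.22), Lysmd2 (0.31) and Pom121 (-0.225) were short of the threshold, as were Sec11c without diabetes heart 6 (0.32) and Pom121 without diabetes heart 3 (-0.26) or 6 (-0.29). In all, 886 probe sets passed the threshold in limma, 486 higher and 400 lower, 2745 reached an unadjusted p under 0.05 and 0 an adjusted one. The methods' t-test gave 288 past the threshold, 153 higher and 135 lower, with 1298 at an unadjusted p under 0.05 and 0 adjusted. Leaving out 1 heart gave 277 without combination heart 1, 507 without diabetes heart 6, 570 without combination heart 2, 1508 without combination heart 5, 2125 without combination heart 4 and 2143 without diabetes heart 5.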

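Between the 2 single exposures, the 6 diabetes hearts lay below the 5 HF diet hearts without overlap for Pcdh18, a protocadherin of cell adhesion, at a log2 difference of -0.62 (standard error 0.15). They also lay below for Vcam1, an adhesion receptor for leukocytes, at -0.49 (standard error 0.15), for Filip1, an actin-binding regulator, at -0.39 (standard error 0.082), and for Mllt11 at -0.44 (standard error 0.15). Fgf9, a growth factor of the epicardium and endocardium, lay above at 0.33 (standard error 0.15). These 5 were the named probe sets past the threshold with no overlap, each at an adjusted p of 1 from limma, and at any size 37 of 15310 did not overlap (0.242%, chance 0.433%). Diabetes against HF diet gave 128 probe sets past the threshold in limma, 66 higher and 62 lower, with 629 at an unadjusted p under 0.05 and 0 after adjustment. By the methods' t-test 82 passed, 39 higher and 43 lower, with 654 and 0. The count was 205 without HF diet heart 1, 209 without HF diet heart 5, 221 without HF diet heart 2 and 351 without diabetes heart 3. Fgf9 was short of the threshold without diabetes heart 4 (0.32) or 5 (0.26) or HF diet heart 2 (0.335) or 4 (0.24).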

To put this in perspective, the diabetes vs. HF diet comparison had only 60 DEGs. Moving forward, we prioritized the combination vs. control comparison for bioinformatic enrichment analysis as the synergistic effects of diabetes and HF diet on transcriptome remodeling, shown by the large number of significantly changed genes, is highly amenable to translational application.

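The difference of the combination group from what the 2 single exposures add up to was tested as the interaction of diabetes and HF diet. Elastin (Eln), the main protein of elastic fibers, lay below that sum by a log2 difference of -0.98 (standard error 0.30), with means of -0.29 in control, 0.12 in diabetes, 0.23 in HF diet and -0.34 in combination hearts. Fibulin 5 (Fbln5), which organizes elastic fibers, lay at -0.93 (standard error 0.30) and the imprinted noncoding RNA Meg3 at -0.97 (standard error 0.34). Above the sum lay the regenerating islet protein Reg3g at 1.19 (standard error 0.45), the potassium channel subunit Kcne1 at 1.06 (standard error 0.46), endothelin 1 (Edn1), a vasoconstrictor peptide, at 0.92 (standard error 0.36), and Lyz2, a lysozyme of macrophages, at 1.14 (standard error 0.53). Ly6c (1.02), Rrad (0.99) and Usp18 (0.94) complete the 10 largest, each at an adjusted p of 0.672 from limma. For this contrast 1265 probe sets passed the threshold, 518 above and 747 below the sum, 1896 reached an unadjusted p under 0.05, and 0 passed adjustment (lowest adjusted p = 0.358); the methods' t-test has no such contrast. Lyz2, Rrad and Usp18 were short of the threshold without any 1 of 13, 12 and 11 hearts, down to 0.86 without control heart 1, 0.70 without diabetes heart 3 and 0.76 without combination heart 1, and Kcne1 without any 1 of 4, down to 0.86 without combination heart 3. The count was 623 without combination heart 1, 797 without control heart 5, 830 without control heart 3, 2450 without combination heart 4 and 2600 without diabetes heart 5. Combination and control means were 0.23 and 0.37 for Reg3g and 0.38 and 0.30 for Ly6c. They were 0.28 and 0.21 for Rrad and 0.26 and 0.36 for Usp18. For these genes, Eln and Fbln5, both single exposures lay farther from the control mean than the combination did. The combination lay farthest from control for Kcne1 (0.94 against 0.045), Edn1 (0.635 against -0.11) and Lyz2 (0.79 against 0.235). For Meg3 HF diet lay farthest (0.375, combination -0.41, control -0.13). From the larger number of differentially expressed genes in the combination group than in either single exposure, the paper reasons that diabetes and HF diet act synergistically on the transcriptome, and it takes the combination against control comparison forward for enrichment analysis.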

**Figure 2:**
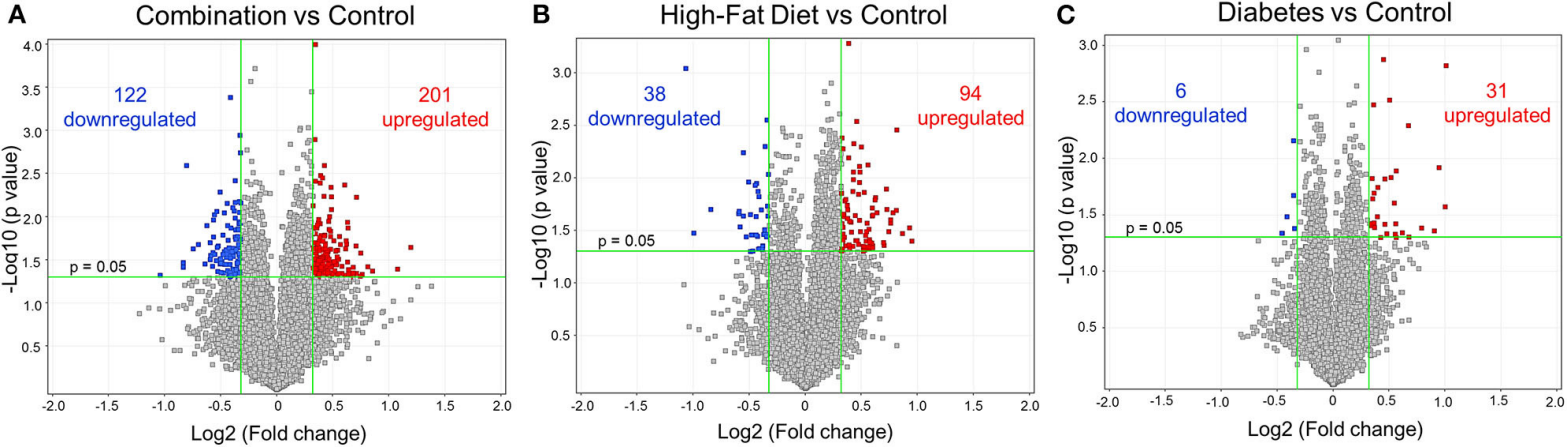
Differential gene expression of diabetes and high-fat (HF) diet exposed groups. Depicted are the differentially expressed genes (DEG) from all exposed groups visualized through volcano plots. In general, the different exposed groups compared to controls depicted different levels of DEGs. **(A)** Diabetes exposed group revealed the smallest changes with 6 downregulated and 31 upregulated DEGs when compared to controls. **(B)** HF diet group depicted 38 and 94 down and upregulated, respectively. **(C)** Combination of both diabetes and HF diet exposed the largest number of DEGs (323), with 122 downregulated and 201 upregulated. Significance threshold was set at > 1.25 and < −1.25 fold change (FC, green vertical lines) and *p* < 0.05 (green horizontal line).

### Cardiometabolic Pathways Are Prioritized in Expression Profiling of Offspring Hearts Exposed to Maternal High-Fat Diet and Diabetes

DAVID functional annotation analysis of the upregulated gene list from the combination vs. control comparison identified “Mitochondrial translation” (elongation and termination), “Ribosomal protein,” and “Ribonucleoprotein” as functional category terms within the most prioritized cluster (Annotation Cluster 1, enrichment score: 2.371; Table 1). 

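Other lists of mitochondrial genes did not pass adjustment in combination exposed hearts (lowest adjusted p = 0.268). The fatty acid oxidation list had no clear direction, and the means of the 5 others were positive. Of 36 fatty acid oxidation genes and PPAR targets, 12 differences were positive, 1 was lower past the threshold and 0 higher, at a mean of -0.083 (exact permutation p = 0.552, adjusted p = 0.697). That mean ran from -0.030 without combination heart 2 to -0.16 without control heart 6, and moved over 1.5 times without any 1 of the 5 combination hearts or of control hearts 3, 5 and 6. Of 33 nuclear subunits of respiratory complex I, 4 were higher past the threshold and 0 lower, 32 of 33 differences were positive, and the list's mean was higher by 0.175 (exact permutation p = 0.0707, adjusted p = 0.268 over 48 lists). For 40 subunits of complexes II to V, 0 passed the threshold and 38 differences were positive, at a mean of 0.10 (exact permutation p = 0.0758, adjusted p = 0.268). Without combination heart 1 these 2 means were 0.11 and 0.063. Among 23 mitochondrial translation factors and tRNA synthetases, 3 were higher and 0 lower, at a mean of 0.16 (exact permutation p = 0.0745, adjusted p = 0.268). Genes of ketone body and branched-chain amino acid catabolism averaged 0.19 ± 0.24 (SD, n = 5) in combination and -0.10 ± 0.17 (SD, n = 7) in control hearts; 3 of 15 were higher past the threshold and 0 lower (exact permutation p = 0.0328, adjusted p = 0.268). Of 20 genes of mitochondrial dynamics and quality control 3 were higher and 0 lower (exact permutation p = 0.0429, adjusted p = 0.268). Adjusted over the list alone, 0 genes passed in these lists, except 2 of the ketone body list. Cytosolic ribosomal proteins, 73 genes, had a mean difference of 0.10 with 0 past the threshold (exact permutation p = 0.187, adjusted p = 0.448), or 0.042 without combination heart 1. The mean difference of 30 red cell genes was 0.30 (exact permutation p = 0.152, adjusted p = 0.404) and 0.14 without combination heart 2. That of 21 ventricular and sarcomere genes was -0.11 (exact permutation p = 0.053, adjusted p = 0.268) and -0.061 without combination heart 1. limma's camera with its preset correlation called 26 of the 48 lists at an adjusted p under 0.05; with an estimated correlation it called 0 (lowest adjusted p = 0.429), and fry, which asks whether a list's genes move 1 way on balance, called 0.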

“Zinc finger, Cys2-His2 (C2H2)” was the prioritized functional term in the downregulated DEGs (Cluster 1, enrichment score: 0.982; Table 1). 

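Genes with Cys2-His2 zinc fingers, a large family of DNA-binding proteins, were measured by 236 genes found through their names in the array annotation. Past the threshold 9 were lower and 0 higher in combination hearts, 0 passed when adjusted over the list alone, and 68 of 236 differences were positive. The list's mean was -0.045 ± 0.074 (SD, n = 5) in combination and 0.022 ± 0.038 (SD, n = 7) in control hearts, a log2 difference of -0.067 (exact permutation p = 0.0366, two-sided, adjusted p = 0.268 over 48 lists). Zbtb44, a transcriptional regulator, was lower by a log2 difference of -0.34 (standard error 0.11) and Zfp451, a SUMO ligase, by -0.34 (standard error 0.11), both at an adjusted p of 0.495 from limma. With an estimated correlation camera gave the list an adjusted p = 0.429. Combination heart 3, at -0.177, carries much of the difference, which was -0.034 without it (exact permutation p = 0.121). Zbtb44 and Zfp451 were short of the threshold without any 1 of 5 and 4 hearts, down to -0.28 and -0.27 without combination heart 3.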

When we analyzed through DAVID the total up and downregulated genes (323 DEGs) we identified the same functional category terms (“Mitochondrial translation,” “Ribosomal protein,” and “Ribonucleoprotein”) within the first cluster (enrichment score: 1.718; Table S7). Further functional pathway enrichment analysis of up and downregulated gene lists using the Reactome Pathway Database prioritized “Metabolism of proteins” within the upregulated list of genes from the combination exposed vs. control comparison, with identification of “Mitochondrial translation,” “Mitochondrial translation termination,” “Mitochondrial translation elongation,” and “Mitochondrial translation initiation” terms (Figure 3A). 

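The mitoribosome is built from nuclear-encoded proteins and translates the mitochondrial genome. Of its subunits, Mrps10 was at 0.375 ± 0.335 (SD, n = 5) in combination and -0.045 ± 0.17 (SD, n = 7) in control hearts, a log2 difference of 0.42 (standard error 0.12), with 4 of the 5 combination hearts above every control. Dap3 had a log2 difference of 0.365 (standard error 0.095), Mrpl19 of 0.56 (standard error 0.17), Mrps27 of 0.445 (standard error 0.15) and Mrpl40, as the mean of its probe sets, of 0.36 (standard error 0.13). Mrpl38 was higher by 0.38 (standard error 0.19), short of the threshold in limma and past it in the methods' t-test. Adjusted p from limma was 0.495 for these genes and 0.507 for Mrpl38. The exact permutation p was 0.00379 for Mrps10, 0.00505 for Dap3, 0.0152 for Mrpl19, 0.0202 for Mrpl40, 0.0354 for Mrps27 and 0.0455 for Mrpl38, with 5 combination and 7 control hearts. Over 76 measured mitoribosome genes 19 were higher past the threshold and 0 lower, all 76 differences were positive, and 0 passed when adjusted over the list alone. The list's mean was 0.22 ± 0.26 (SD, n = 5) in combination hearts and -0.052 ± 0.175 (SD, n = 7) in controls (difference 0.27, exact permutation p = 0.0467, adjusted p = 0.268). The 27 chromatin regulators with long transcripts, a technical list, went the other way with 0 positive differences and 8 lower past the threshold, at a mean of -0.28 (exact permutation p = 0.0783, adjusted p = 0.268). camera gave the mitoribosome list an adjusted p = 2.1e-24 with the preset and an adjusted p = 0.429 with an estimated correlation. Without combination heart 1 the difference was 0.16 (exact permutation p = 0.139) and that of the chromatin list -0.17, and Mrps10 (0.27), Dap3 (0.27) and Mrpl40 (0.29) were short of the threshold, as was Mrpl40 without control heart 1 (0.28). For the 70 genes other than these 6 it was 0.26 (exact permutation p = 0.0568).

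**Figure D3:**
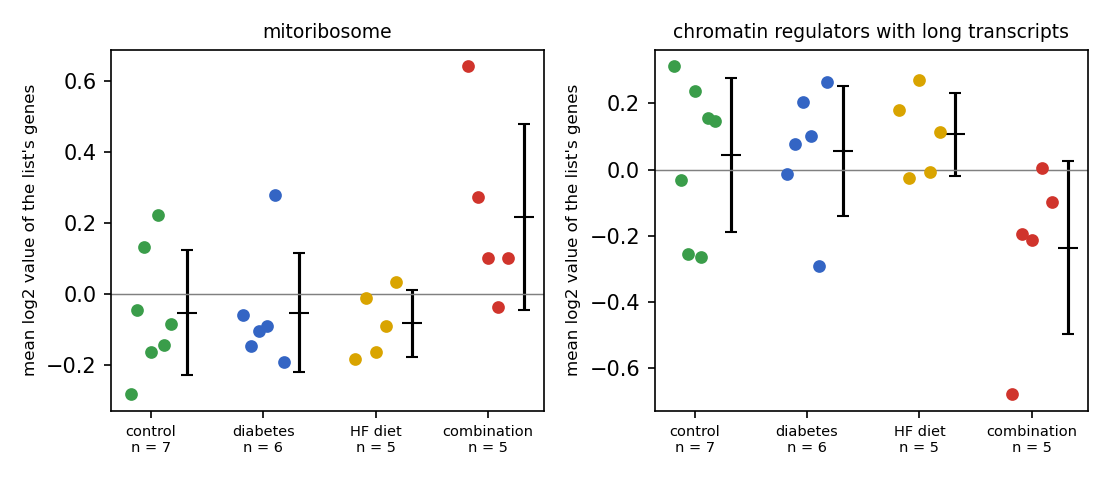
Mean log2 value of the 76 mitoribosome genes (left) and of 27 chromatin regulators with long transcripts (right) in each heart, by group; points are hearts, horizontal ticks are group means and bars are SD. Combination hearts average 0.22 on the left and -0.24 on the right, and hearts of every group spread along both lists.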

Genes associated with this prioritized functional class included the following mitoribosomal genes: mitochondrial ribosomal protein L38 (*Mrpl38*), mitochondrial ribosomal protein S10 (*Mrps10*), *Mrpl19, Mrps27*, mitochondrial ribosomal protein L40 (*Mrpl40*), in addition to *Dap3* (also known as *Mrps29*), a regulator of mitochondrial dynamism and cell fate (37–39). Moreover, analysis of the downregulated gene set prioritized “Disease of signal transduction” (Figure 3B). 

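Fgfr2 (probe set 10726172), a receptor for fibroblast growth factors, was at -0.38 ± 0.23 (SD, n = 5) in combination and 0.088 ± 0.27 (SD, n = 7) in control hearts, a log2 difference of -0.47 (standard error 0.14), and 4 of the 5 combination hearts lay below every control (exact permutation p = 0.00505). Fgf7, a ligand that fibroblasts secrete for this receptor, had a log2 difference of -0.33 (standard error 0.12, exact permutation p = 0.0164), and Polr2a, the catalytic subunit of RNA polymerase II, one of -0.38 (standard error 0.14, exact permutation p = 0.0278). Fgfr1, a related receptor, was lower by -0.21 (standard error 0.084), short of the threshold. Each had an adjusted p of 0.495 from limma. Of 25 genes of FGF receptor signaling 2 were lower and 1 higher past the threshold, 7 of 25 differences were positive, and 0 passed when adjusted over the list alone. The list's mean was lower by -0.070 (exact permutation p = 0.0669, two-sided, adjusted p = 0.268 over 48 lists); camera gave an adjusted p = 0.0207 with the preset and an adjusted p = 0.429 with an estimated correlation. Fgfr2 was short of the threshold with the first principal component as a covariate, an alternative chosen after seeing the data, and passed it in every other setting. Polr2a was short of the threshold without combination heart 1 (-0.26), and Fgf7 without any 1 of 8 hearts, from -0.26 without combination heart 2 to -0.32 without control heart 1.

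**Figure D4:**
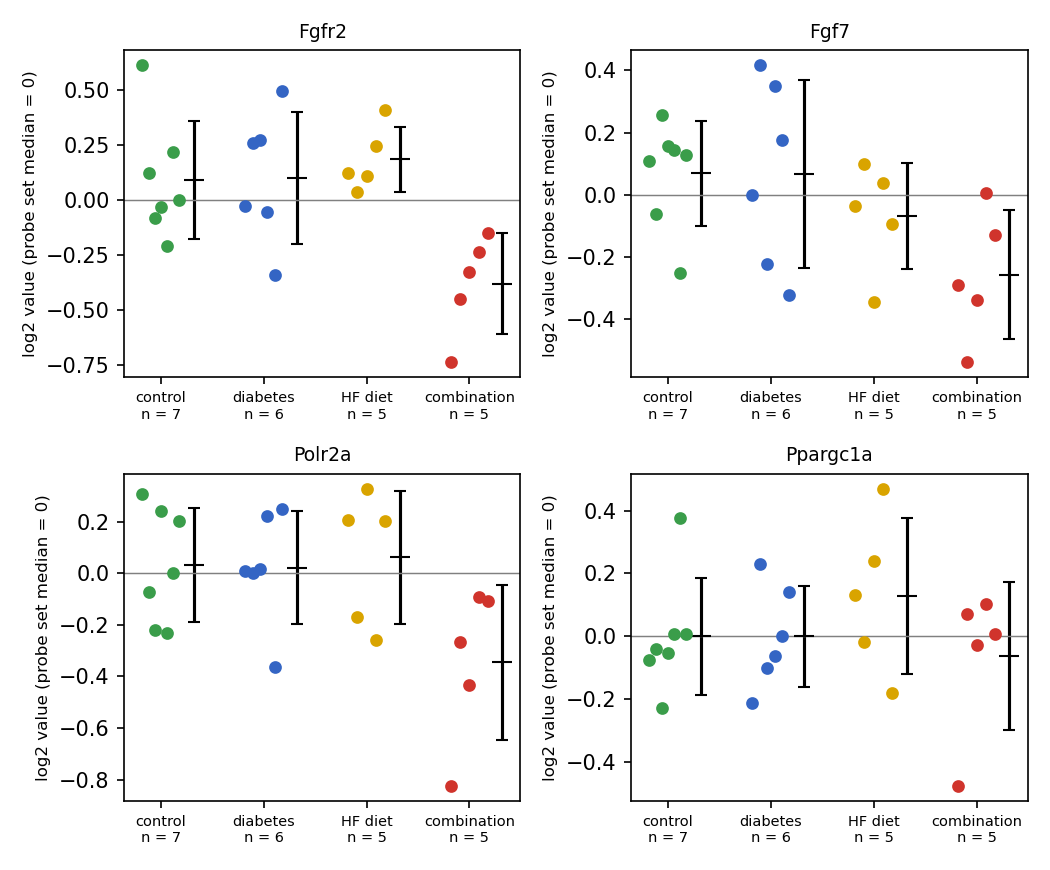
Values of Fgfr2, Fgf7, Polr2a and Ppargc1a in each heart, on the log2 scale with each probe set's median over 23 hearts at 0, by group; points are hearts, horizontal ticks are means and bars are SD. The 5 combination hearts average -0.38 for Fgfr2 and -0.064 for Ppargc1a.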

Functional terms identified with this pathway included “Fibroblast growth factor receptor (FGFR) signaling” associated terms, including “Phosphoinositide 3-kinase (PI3K) cascade,” with the following genes enriched: fibroblast growth factor 7 (*Fgf7*), *Fgfr2*, and RNA polymerase II subunit A (*Polr2a*; Figure 3B). When the total DEGs were analyzed it reinforced the prioritization of FGFR and PI3K signaling pathways (Table S8).

**Table 1:** Functional pathway enrichment analysis of significantly upregulated and downregulated genes in Combination exposed vs Control group.

		**Category**	**Term**	**Count**	***p*-value**	**FE**	**Bonferroni**	**Benjamini**	**FDR**
**Upregulated**									
	Annotation Cluster 1	REACTOME_PATHWAY	R-RNO-5389840: Mitochondrial translation elongation	6	<0.001*	8.89	0.05	0.05	0.54
	(2.371)	REACTOME_PATHWAY	R-RNO-5419276: Mitochondrial translation termination	6	<0.001*	8.66	0.05	0.03	0.61
		UP_KEYWORDS	Ribosomal protein	5	0.021*	4.70	0.96	0.36	22.60
		UP_KEYWORDS	Ribonucleoprotein	5	0.057	3.42	1.00	0.61	50.38
	Annotation Cluster 2	GOTERM_CC_DIRECT	GO:0016021, integral component of membrane	17	0.999	0.52	1.00	1.00	100.00
	(2.182)	UP_KEYWORDS	Transmembrane helix	19	0.999	0.53	1.00	1.00	100.00
		UP_KEYWORDS	Transmembrane	19	0.999	0.53	1.00	1.00	100.00
		UP_KEYWORDS	Membrane	24	0.999	0.56	1.00	1.00	100.00
**Downregulated**									
	Annotation Cluster 1	INTERPRO	IPR015880:Zinc finger, C2H2-like	5	0.076	3.08	1.00	1.00	64.49
	(0.982)	INTERPRO	IPR007087:Zinc finger, C2H2	5	0.093	2.86	1.00	1.00	71.40
		SMART	SM00355:ZnF_C2H2	5	0.160	2.31	1.00	1.00	83.54
	Annotation Cluster 2	UP_KEYWORDS	Membrane	30	0.195	1.18	1.00	1.00	91.64
	(0.633)	UP_KEYWORDS	Transmembrane helix	25	0.251	1.17	1.00	1.00	96.35
		UP_KEYWORDS	Transmembrane	25	0.259	1.17	1.00	0.99	96.78
	Annotation Cluster 3	INTERPRO	IPR007110:Immunoglobulin-like domain	4	0.251	2.27	1.00	1.00	97.48
	(0.435)	INTERPRO	IPR003599:Immunoglobulin subtype	3	0.378	2.26	1.00	1.00	99.77
		SMART	SM00409:IG	3	0.522	1.69	1.00	1.00	99.95
	Annotation Cluster 4	INTERPRO	IPR000719:Protein kinase, catalytic domain	4	0.279	2.14	1.00	1.00	98.47
	(0.403)	INTERPRO	IPR011009:Protein kinase-like domain	4	0.322	1.98	1.00	1.00	99.30
		INTERPRO	IPR008271:Serine/threonine-protein kinase, active site	3	0.332	2.50	1.00	1.00	99.42
		UP_KEYWORDS	Kinase	4	0.393	1.75	1.00	0.99	99.68
		INTERPRO	IPR017441:Protein kinase, ATP binding site	3	0.422	2.06	1.00	1.00	99.91
		SMART	SM00220:S_TKc	3	0.551	1.61	1.00	1.00	99.97
		GOTERM_BP_DIRECT	GO:0006468~protein phosphorylation	3	0.551	1.61	1.00	1.00	100.00
	Annotation Cluster 5	GOTERM_MF_DIRECT	GO:0003682~chromatin binding	4	0.208	2.50	1.00	1.00	94.18
	(0.273)	UP_KEYWORDS	Methylation	3	0.520	1.71	1.00	0.99	99.98
		UP_KEYWORDS	Ubl conjugation	4	0.551	1.37	1.00	0.99	99.99
		UP_KEYWORDS	DNA-binding	3	0.832	0.93	1.00	1.00	100.00
	Annotation Cluster 6	INTERPRO	IPR000276:G protein-coupled receptor, rhodopsin-like	3	0.978	0.54	1.00	1.00	100.00
	(0.002)	UP_KEYWORDS	G-protein coupled receptor	3	0.985	0.50	1.00	1.00	100.00
		INTERPRO	IPR017452:GPCR, rhodopsin-like, 7TM	3	0.985	0.50	1.00	1.00	100.00
		UP_KEYWORDS	Transducer	3	0.988	0.48	1.00	1.00	100.00

The enrichment analysis on differentially exposed genes (DEG) was performed with DAVID Functional annotation software using a high stringency. Depicted here for the upregulated DEGs are two distinctive annotation clusters (enrichment score shown in parenthesis) and six clusters for the downregulated list, with their respective functional terms, number of genes associated with each term (count), statistical significance (*p < 0.05), fold enrichment (FE) and false discovery rate (FDR).

**Figure 3:**
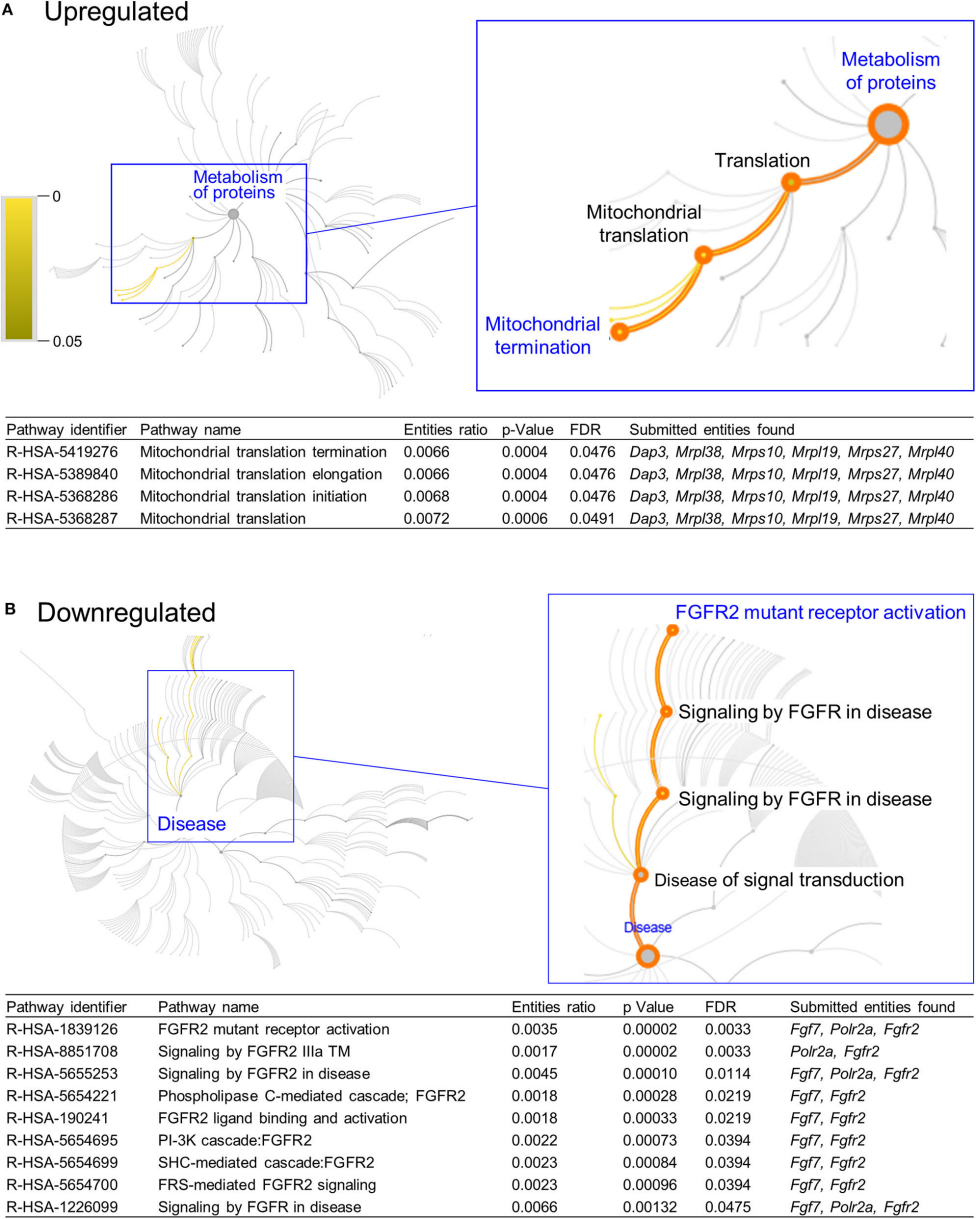
Functional pathways prioritized in differentially expressed genes from combination exposed group. Functional annotation and pathways analysis was done using Reactome pathway database in down and upregulated differentially expressed genes (DEGs) of combination exposed group when compared to control. **(A)** Analysis of the upregulated DEGs elicited four mitochondrial translation-related pathways, associated with *Dap3, Mrpl38, Mrps10, Mrpl19, Mrps27, Mrpl40*. **(B)** Downregulated list revealed nine functional pathways directly associated with fibroblast growth factor receptor 2 (*Fgfr2*).

### Gene Regulatory Network Disruption in Developing Offspring Identifies a Functional Hub Regulating Metabolism and Cell Fate

To investigate gene networks underlying transcriptome remodeling of the combination exposed offspring hearts, IPA was used to map known molecular interactions among all DEGs identified in the present study. All subnetworks that capture gene interactions within the present dataset were integrated into an inclusive, overall network displayed in a circular layout (Figure 4A). Increased edge density (gray lines) in the lower right quadrant identifies hubs, or highly connected nodes within this network. Focusing on the most prioritized subnetwork with an enrichment score of 39 revealed over representation of “Cell Cycle,” “Protein Synthesis,” and “Hair and Skin Development/Function” categories (Figure 4B). Predictive network modeling applied to this subnetwork identified potential Serine/Threonine-protein kinase B (*Akt*) inhibition given the net synergistic gene expression changes in the present dataset (Figure 4B). In addition, this subnetwork integrated up and downregulated genes that represented mitoribosomal signaling and FGF cascades (Figure 4B). 

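Akt1 (probe set 10892316) and Akt2 (probe set 10705394), which encode kinases of insulin and growth factor signaling, stood near control in the combination hearts. Akt1 was at -0.022 ± 0.12 (SD, n = 5) against 0.025 ± 0.087 (SD, n = 7), a log2 difference of -0.047 (standard error 0.063, exact permutation p = 0.453, limma adjusted p = 0.795). Akt2 differed by -0.093 (standard error 0.078, exact permutation p = 0.303, limma adjusted p = 0.661) and Gsk3b, a kinase that AKT inhibits, by -0.19 (standard error 0.13, exact permutation p = 0.246, limma adjusted p = 0.585). These values are mRNA and give neither the amount nor the phosphorylation of the kinases.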

Topology analysis of this prioritized subnetwork identified *Akt* as a functional hub with the highest betweenness centrality score (Figure 4C). To identify network hubs regulating informational flow, *Akt*, Cyclin dependent kinase 1 (*Cdk1*), and Cyclin A were identified as molecules with the highest closeness centrality measures in the present network (Figure 4D). Together, these data identified *Akt* as a strong candidate pathway involved in reprogramming of diabetes and HF diet exposed cardiac tissue.

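Cdk1, the kinase that drives entry into mitosis, was higher in combination than in control hearts by a log2 difference of 0.43 (standard error 0.16, exact permutation p = 0.0581, limma adjusted p = 0.495). Ccna2, the cyclin A of dividing somatic cells, differed by 0.19 (standard error 0.12, exact permutation p = 0.25, limma adjusted p = 0.561) and Ccna1, the germ cell cyclin A, by 0.10 (standard error 0.085, limma adjusted p = 0.655). Of 34 cell cycle genes 1 was higher past the threshold and 0 lower, 29 differences were positive, and 0 passed when adjusted over the list alone. Cdk1 was short of the threshold without combination heart 1 (0.36). The mean of the list was 0.095 ± 0.20 (SD, n = 5) in combination and -0.074 ± 0.25 (SD, n = 7) in control hearts (exact permutation p = 0.24, adjusted p = 0.518), a difference of 0.17 that was 0.26 without combination heart 3.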

**Figure 4:**
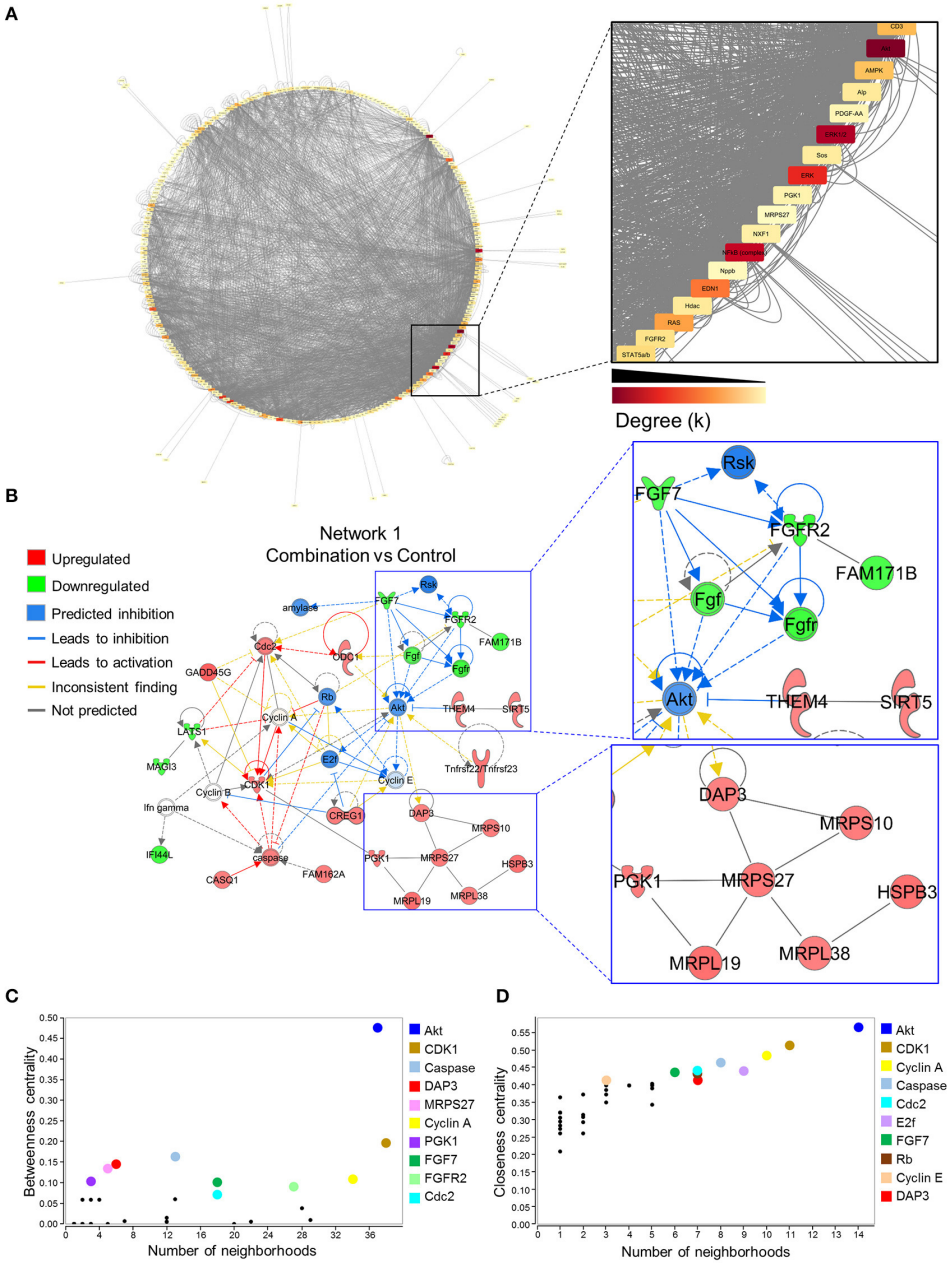
*Akt* is a critical hub within the network of transcriptome remodeling that characterizes hearts of combination exposed offspring. Interactions of merged functional networks, constructed in IPA from statistically significant genes in combination exposed group, were uploaded into Cytoscape for network analysis. **(A)** Circular network layout depicting node interactions and colored by degree. Magnification of region with highest edge density (dark gray) showing *Akt* as the network node with the highest degree, followed by *Erk1/2, Erk, NfkB* (complex), *Edn1, Ras, Ampk, Cd3, Alp, Fgfr2, Stat5a/b, Hdac, Pdgf-AA, Sos, Pgk1, Nxf1, Nppb* and *Mrps27* (highest to lowest degree, respectively). **(B)** IPA Molecule Predictor Analysis of the highest priority network (Network 1, Score 39, top functions: cell cycle, protein synthesis, hair and skin development/function) predicted inhibition (blue) of *Akt* in the combination exposed newborn heart by net expression of differentially expressed genes. Right: Magnification of *Fgfr2* (downregulated in green) and *Mrps27* (upregulated in red) hubs and immediate subnetwork neighborhood. **(C,D)** Graph theory analysis of Network 1 (Combination vs. control) revealed *Akt* as a network hub with the highest betweenness and closeness centrality metrics, indicative of its importance to overall network structure and communication. Among the top 10 nodes prioritized include: *Cdk1, Caspase, Dap3, Mrps27, Cyclin A, Pgk1, Fgf7, Fgfr2, Cdc2, E2f* and *Rb*. IPA, Ingenuity Pathways Analysis; Degree (*k*) = neighborhood connectivity distribution.

### Expression Dysregulation of Mitochondrial Specific Genes

The overall bioinformatic enrichment data alongside previously published changes in bioenergetics and metabolic functions (30) prompted a focused query on genes regulating mitochondrial function. Intersection of prioritized up and downregulated transcriptional profiles in our study with the independently curated MitoCarta 2.0 database (40) that includes 1,158 mitochondrial associated genes, revealed 32 upregulated mitochondrial genes in the combination vs. control comparison with no observation of common downregulated genes (Figure 5A; Table S9). These 32 genes could be further sub-classified into multiple categories of mitochondrial structure and function, including “Cell Signaling and Cell Fate,” “Mitoribosomes and Biogenesis,” “Dynamism,” “Oxidative Phosphorylation,” “Metabolism,” “Oxidative Repair,” and other mitochondrial functions (Figure 5B). 

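Probe sets of all 32 genes of Table S9 are in the value table, and all 32 were higher in combination hearts. The list was chosen by the study on these hearts, so its direction is not independent evidence. Bdh1, which interconverts the 2 main ketone bodies, had a log2 difference of 1.20 (standard error 0.37). Of the other genes, Tstd3 stood at 0.64 (standard error 0.19), Bckdhb, a subunit of the branched-chain keto acid dehydrogenase, at 0.43 (standard error 0.12), and Chchd4, an import factor of the intermembrane space, at 0.45 (standard error 0.13). Sirt5, a mitochondrial deacylase, was at 0.36 (standard error 0.15), the antioxidant enzyme Gstk1 at 0.46 (standard error 0.19) and Them4, the lowest of the 32, at 0.325 (standard error 0.125). In limma 30 of the 32 passed the threshold and Dguok and Mrpl38 did not; 32 passed it by the methods' t-test. Adjusted p in limma ran from 0.495 to 0.507, and 0 of the 32 passed adjustment.

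**Figure D5:**
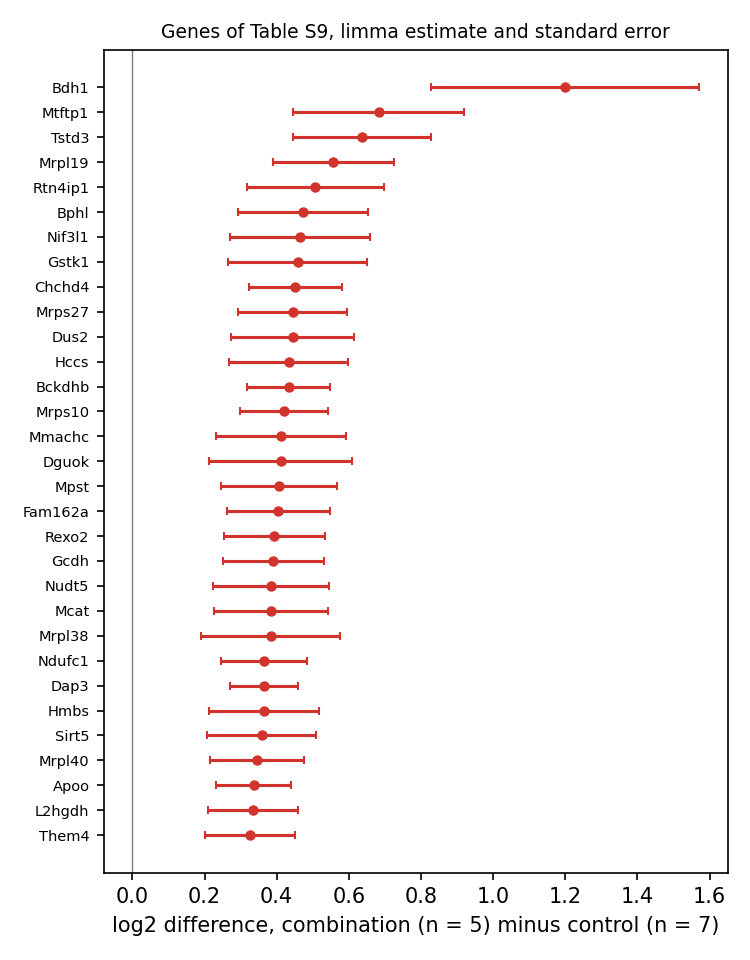
Log2 difference of combination (n = 5) minus control (n = 7) hearts for the genes of Table S9 reported here, with points for the limma estimate and bars for its standard error. All points lie above 0, from 0.325 for Them4 to 1.20 for Bdh1.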

Candidate genes for validation included *Ppargc1a* (encoded protein also known as PGC1α, a master regulator of mitochondrial biogenesis), as well as genes that encode mitoribosomal proteins *Mrpl19, Mrps27* and *Dap3* (Figure 5C). Of these, validation by qPCR confirmed that *Ppargc1a* and *Mrpl19* mRNA expression were significantly higher in the combination exposed P1 males when compared to controls (FC 2.24 and 2.28, respectively, *p* < 0.05, *n* = 6/group; Figure 5C, top row). *Mrps27* and *Dap3* mRNA expression was not different between the two groups (Figure 5C, top row). Immunoblotting to assess relative expression of protein products for each of these genes confirmed higher expression of PGC1α (*n* = 4/group, *p* < 0.05), non-significant trends toward higher expression for MRPL19 and DAP3, and no observed change for MRPS27 (Figure 5C, bottom row). In line with this, we previously reported a higher mitochondrial DNA copy number in HF diet and combination exposed offspring hearts (30). In this study, we did not detect a higher mitochondrial DNA copy number by PCR (Figure 5D). However, combination exposed hearts had higher expression of outer mitochondrial membrane proteins TOMM20 or VDAC with significant increases observed in the latter compared to controls.

**Figure 5:**
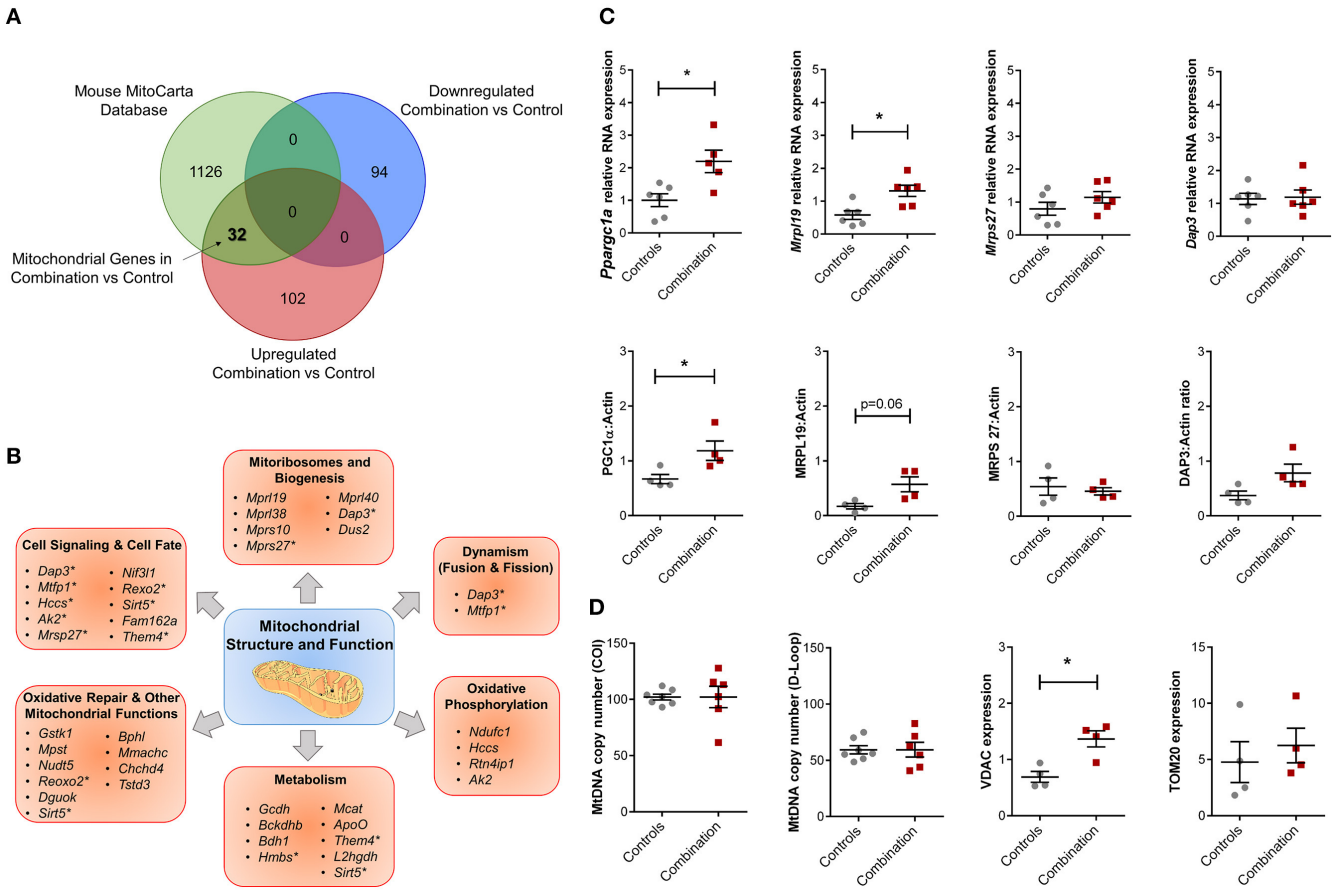
Combination exposed offspring hearts enriches discrete classes of mitochondrial genes. Genes that were duplicated or non-annotated were excluded, resulting in 228 differentially expressed genes (DEG) with 94 down and 134 upregulated in combination exposed hearts when compared to controls. **(A)** The 228 DEGs were plotted in a Venn diagram against 1,158 mitochondrial associated genes (MitoCarta Database, Mouse) and depicted 32 upregulated mitochondrial genes (Table S9) with none downregulated in the combination exposed offspring hearts. **(B)** Mitochondrial functions associated with the 32 upregulated mitochondrial genes were: cell signaling and cell fate, mitochondrial biogenesis, dynamism, oxidative phosphorylation, metabolism, oxidative repair and other mitochondrial functions. *Genes with multiple functions; shown in more than one category. **(C)** RNA expression of *Ppargc1a* and *Mrpl19* were significantly upregulated with fold change (FC) of 2.24 and 2.28, respectively (*p* < 0.05) in combination exposed newborn hearts (red squares) compared to controls (gray circles; *n* = 6/group). We showed no significant change in RNA expression of *Mrps27* (FC = 1.09, *p* = 0.6) or *Dap3* (FC = 1.10, *p* = 0.75). Consistent with the RNA expression, protein expression of PGC1α was significantly increased in newborn hearts exposed to diabetes and HF diet when compared to controls (*n* = 4/group, *p* < 0.05). We observed a non-significant upregulation trend for MRPL19 and DAP3 protein expressions with no change in MRPS27. **(D)** Relative mtDNA copy number was not different by mtDNA expression of either cytochrome-c oxidase I (*COI*) or mitochondrial control region (*D-loop*). However, combination exposed hearts had higher protein expression of Voltage dependent anion channel 1 (VDAC) and a trend toward higher Translocase of outer mitochondrial membrane 20 (TOM20).

### Downregulated FGFR2/PI3K/AKT Activation Underlies Metabolic Switching From Glycolysis to Gluconeogenesis in the Combination Exposed Offspring Hearts

We previously demonstrated that combination exposed offspring (P1) are exposed to high levels of circulating maternal glucose and lipids which incite insulin and C-peptide overproduction in the offspring (30–34). This triad of maternal hyperglycemia and hyperlipidemia and fetal hyperinsulinemia causes insulin resistance with attendant downregulation of growth hormone receptors and less PI3K/AKT activation to drive a glycolysis-to-gluconeogenesis switch (33, 41–43). Informed by the observed disruption in the gene regulatory network in the present study, circulating insulin, c-peptide, and the cardiac *Fgfr2* gene and FGFR2 protein expression were assessed. Insulin and c-peptide levels were significantly higher in combination exposed offspring compared to controls (539 ± 77 vs. 8,103 ± 2,337 pg/mL; *p* = 0.005 and 2,391 ± 367 vs. 14,449 ± 4,175 pg/mL, respectively, *p* < 0.01; *n* = 10/group, Figure 6A). *Fgfr2* mRNA levels showed a modest decreasing trend in expression (FC−1.93, *p* = 0.16), with significantly lower FGFR2 protein expression in combination exposed hearts when compared to controls (*p* < 0.05; Figure 6A). Examination of total as well as activated (phosphorylated) AKT expression showed no significant differences between control and combination exposed hearts (Figure 6B), however, AKT phosphorylation changes rapidly in response to fuels, thus levels would be expected to normalize after birth as glucose and insulin levels rapidly decline. GSK3β, is regulated by AKT and when activated by phosphorylation, facilitates gluconeogenesis in multiple tissues including the heart (44, 45). In the present study, total GSK3β was moderately increased in combination exposed offspring hearts compared to controls (0.86 ± 0.28 vs. 0.99 ± 0.29, *p* < 0.05; Figure 6B, bottom row) with a trend toward higher activation as demonstrated by phosphorylated (0.43 ± 0.21 vs. 0.70 ± 0.20, *p* = 0.14) and a ratio of phosphorylated:total GSK3β (0.48 ± 0.11 vs. 0.73 ± 0.03, *p* = 0.057) (Figure 6B, bottom row). Again, although significance was not reached, cell signaling through phosphorylation is rapid and so downstream metabolism and glycogen storage within the heart is a more accurate measure of longstanding activation due to *in utero* exposures.

**Figure 6:**
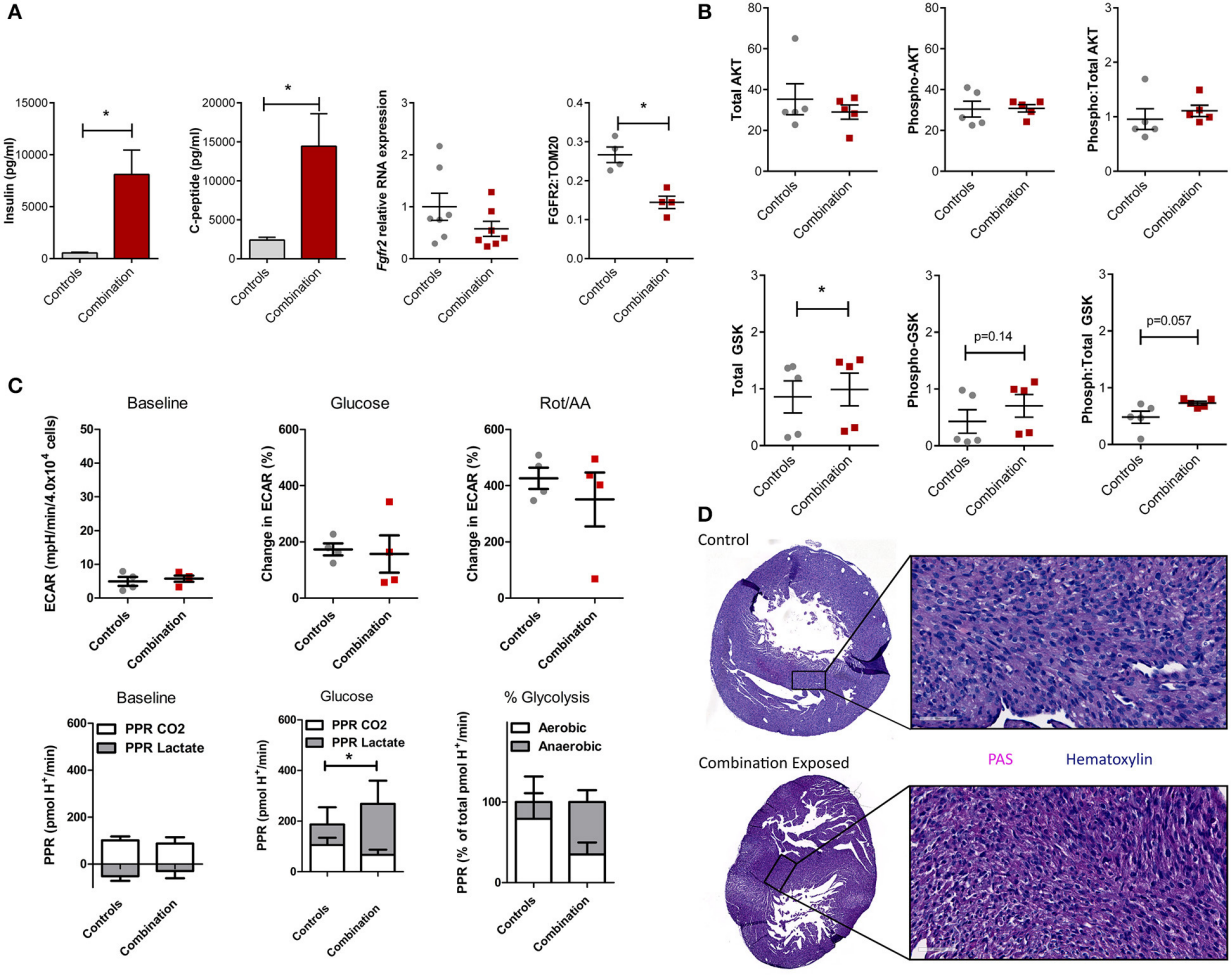
Evidence of insulin resistance in diabetes and high fat diet exposed offspring hearts. Chronic exposure to insulin and other growth hormones can cause insulin resistance through downregulation of growth factor receptors and impaired downstream activation of the PI3K/AKT pathway which shifts metabolism from glycolysis to gluconeogenesis/glycogen accumulation. **(A)** Combination exposed newborn offspring (*n* = 10/group) had significantly higher circulating insulin and c-peptide levels. Consistent with transcriptome analyses, combination exposed newborn male hearts, had a trend toward lower RNA expression relative to *B2m* (*p* = 0.13, *n* = 7/group) and lower protein expression (*p* < 0.05, n = 4/group) of FGFR2. **(B)** Total and phosphorylated AKT (*n* = 5/group) was not different, but GSK3β was higher (*n* = 5/group) and there was a trend toward more phosphorylated (active) and ratio of phosphorylated:total GSK3β (*p* = 0.14 and *p* = 0.057, respectively) in combination exposed, male hearts. **(C)** Primary isolated newborn rat cardiomyocytes (NRCM) from combination exposed male offspring had no significant difference in baseline extracellular acidification rate (ECAR), glucose or rotenone/antimycin (Rot/AA) stimulated glycolysis (glycolytic capacity) by XF analyses (top row). The proton production rate (PPR) was calculated to estimate aerobic (PPR from CO_2_) and anaerobic (PPR from lactate) glycolysis. At baseline, there was no difference, but aerobic glycolysis was significantly lower in combination exposed NRCM following glucose injection. Combination exposed NRCM had only 34% aerobic glycolysis vs. 79% aerobic glycolysis following glucose in controls. This suggests maternal diabetes and high fat diet exposure impairs aerobic glycolytic capacity. *p < 0.05, *n* = NRCM pooled from 3 to 4 pups/litter, 4 litters/group. **(D)** Periodic Acid Schiff (PAS) staining demonstrates more glycogen deposition in combination exposed hearts, which suggests a chronic *in utero* switch from glucose utilization to storage occurred during development.

In our previous studies, primary isolated NRCM from diabetes exposed offspring had impaired respiratory and glycolytic capacity (30). The present study had a smaller male cohort in which cardiomyocytes from combination exposed rat offspring exhibited a similar glycolytic capacity as controls (Figure 6C, top row). However, PPR calculations showed combination exposed NRCM have impaired aerobic glycolytic capacity and metabolize glucose through anaerobic glycolysis instead. Additionally, PPR due to CO_2_ production in combination exposed cardiomyocytes did not rise with glycolytic stimulation, suggesting impaired glucose uptake which is the rate limiting step of glycolysis (Figure 6C, bottom row). Moreover, qualitative histological examination by PAS staining revealed increased glycogen deposition in combination exposed offspring hearts (Figure 6D). Taken together, combination exposed P1 male hearts provide evidence of insulin resistance with a metabolic predilection to switch from glycolysis to gluconeogenesis.

## Discussion

The lifetime risk of CVD remains close to 50% for men and 38% for women making it the leading cause of morbidity and mortality in developed countries (46). There is an urgent need to identify targetable triggers of CVD in high-risk populations so that the earliest risk-assessment and personalized interventions can be implemented to decrease this growing burden of disease over time. Infants born to diabetic mothers (IDM) are a high-risk population with 36% having pathologic ventricular hypertrophy at birth (47) and as young adults having ~30% greater risk of early onset CVD (21). Developmental consequences arise following exposure to excess circulating fuels during critical windows of fetal development (48), specifically for diabetic pregnancy this includes maternal hyperglycemia, hyperlipidemia and fetal hyperinsulinemia. Similarly, this triad also causes diabetic cardiomyopathy in adults which has overlapping clinical manifestations with cardiomyopathy found in IDM (11, 49–52). Unfortunately, even when maternal hyperglycemia is well-controlled during pregnancy, the risk of heart disease in IDM persists (17, 18, 20, 53); this implicates additional targetable triggers including lipids. We previously used a rat model to show that a maternal HF diet compounded the effects of late-gestation diabetes by exposing the offspring not only to hyperglycemia, but also to hyperlipidemia which exacerbated fetal insulin production, placental lipotoxicity, cardiac dysfunction, and perinatal mortality (30, 34). The present study used cardiac-specific transcriptomic profiling to identify potential underlying pathogenic mechanisms. The key finding was identification of distinct, yet overlapping disruptions in glucose-, insulin-, and lipid-modulated networks that influence cardiac development and disease (Figure 7). Specifically, the combination of maternal diabetes and HF diet caused down regulation of a well-known glucose and insulin signaling pathway, FGRF2/PI3K/AKT, as well as a concomitant upregulation of fatty acid regulated PGC1α (54). Both pathways serve as central hubs that sense nutrient supply to influence cellular metabolism as well as growth, development and aging (42, 43, 55, 56).

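On the arrays, Ppargc1a, the gene of PGC1α, stood at -0.064 ± 0.235 (SD, n = 5) in combination and -0.00043 ± 0.185 (SD, n = 7) in control hearts (log2 difference -0.063, standard error 0.12, exact permutation p = 0.62, limma adjusted p = 0.856). The difference was 0.0029 with limma's array weights and 0.039 without combination heart 1. Its relative Ppargc1b differed by -0.39 (standard error 0.20), Tfb1m, a methyltransferase of mitochondrial ribosomal RNA, by 0.28 (standard error 0.14) and the mitochondrial deacetylase Sirt3 by 0.185 (standard error 0.096), with limma adjusted p from 0.507 to 0.513. Without combination heart 1 Ppargc1b was at -0.16 and Sirt3 at 0.095. Of 25 genes of PGC1α and mitochondrial biogenesis 0 passed the threshold, 15 differences were positive, and 0 passed when adjusted over the list alone (mean difference 0.038, exact permutation p = 0.266, adjusted p = 0.518). That mean was 0.020 without combination heart 2 and 0.025 without control heart 1. Of 35 genes of PI3K, AKT and insulin signaling 2 were higher past the threshold and 0 lower, 8 differences were positive and 0 passed when adjusted over the list alone, with a mean difference of -0.075 (exact permutation p = 0.287, adjusted p = 0.518) that was -0.024 without combination heart 1. Its members with the smallest p had positive differences: Pdk1, a kinase that holds back pyruvate dehydrogenase, by 0.50 (standard error 0.20), Eif4ebp1, a repressor of translation under mTOR, by 0.26 (standard error 0.10) and Rheb, an activator of mTOR, by 0.20 (standard error 0.089), at limma adjusted p of 0.495 to 0.496, the last 2 short of the threshold. Pdk1 was short of it by the methods' t-test and without combination heart 1 (0.37) or 2 (0.37). It is not the phosphoinositide-dependent kinase of this pathway, which is Pdpk1, at -0.155 (standard error 0.080). Without Pdk1, a choice made after its value was seen, 1 of 34 genes was higher past the threshold, 0 lower and 27 had a negative difference, at a mean of -0.092 (exact permutation p = 0.215, adjusted p = 0.491).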

**Figure 7:**
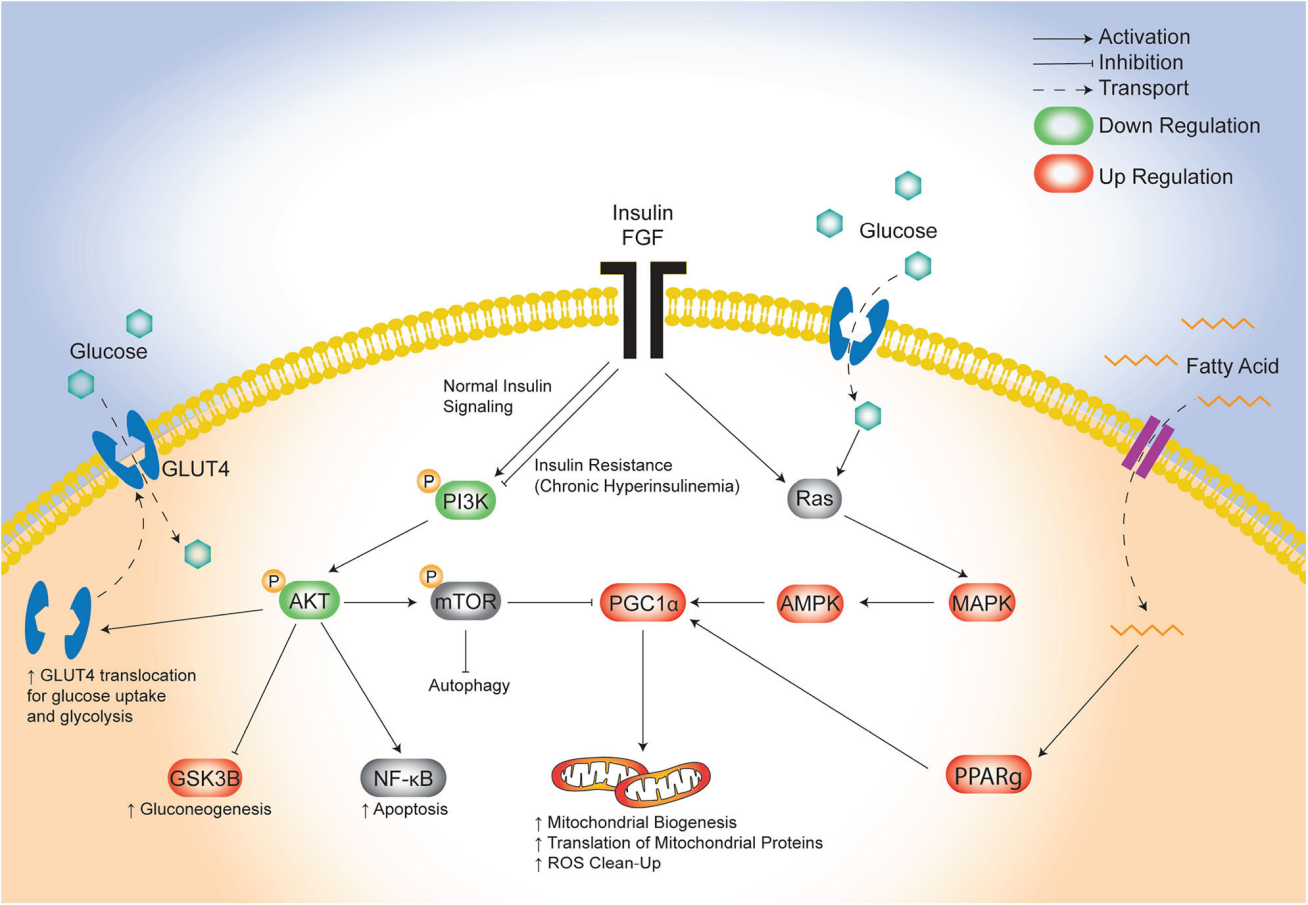
Proposed model of maternal combination exposed diet effects on cardiac network signaling in offspring. This illustrative schematic depicts the metabolic pathways in which the triad of maternal hyperglycemia, hyperlipidemia, and fetal hyperinsulinemia leads to an increased mitochondrial biogenesis, autophagy, and a shift from glycolysis to gluconeogenesis. This occurs via a downregulated PI3K/AKT pathway and increased PGC1α expression amongst uninhibited MAPK activity. AKT, protein kinase B; AMPK, 5′ adenosine monophosphate-activated protein kinase; FGF, fibroblast growth factor; GLUT4, glucose transporter type 4; GSK3β, glycogen synthase kinase 3 beta; MAPK, mitogen-activated protein kinase; mTOR, mammalian target of rapamycin; NF-kB, nuclear factor kappa-light-chain-enhancer of activated B cells; PGC1α, PPARG coactivator 1 alpha; PPARg, peroxisome proliferator activated receptor gamma; Ras, proto-oncogene protein p21.

Cellular metabolism is of critical importance for the heart which must efficiently shift from one metabolic pathway to another in order to maintain efficient contractily under variable energetic demands (aerobic, anaerobic, resting, exercise, starvation, etc). A small decrease in metabolic efficiency can have profound impacts on cardiac function leading to hypertrophy, stiffness, diastolic and systolic dysfunction (57, 58). Transcriptomic profiling suggests combination exposed offspring hearts have relative insulin resistance with downregulation of growth factor receptors, likely due to *in utero* fetal hyperinsulinemia which occurs in response to maternal hyperglycemia. Insulin and other growth factors normally activate PI3K to generate 3,4,5 phosphatidylinositol (PIP3) to recruit AKT to the plasma membrane for activation by phosphorylation on the threonine 308 residue (T308) and serine 473 (S473) by phospoinositide-dependent kinase 1 (PDK1) (59). In the present study, combination exposed P1 offspring had higher insulin and c-peptide levels with concomitant down regulation of FGFR2, but we did not find lower total or S473 phosphorylation of AKT. We speculate that after birth AKT may have been dephosphorylated in the length of time between offspring removal from the *in utero* diabetic environment and cardiac tissue harvest. Indeed, offspring's glucose and insulin levels fall rapidly after birth and kinetic studies show peak AKT phosphorylation and activity occurs 15 min after insulin receptor activation, and dephosphorylation occurs within 30 min (59) and hearts were typically harvested around 8–12 h of age. Additionally, AKT activation can be modulated by phosphorylation at unmeasured sites (59). So, while we did not find direct evidence of impaired PI3K/AKT quantity or phosphorylation, we found residual downstream metabolic impairment as evidence this occurred *in utero*. In line with this, we previously demonstrated that isolated NRCM from combination exposed offspring had lower glycolytic capacity (30). A limitation of this study is that we did not replicate the same severity of glycolytic impairment, but found impaired aerobic glycolysis, higher GSK3β, and more cardiac glycogen deposition, consistent with a chronic shift from glycolysis to gluconeogenesis. This switch carries significant bioenergetic consequences as the newborn heart relies primarily on aerobic glycolysis for ATP production (60, 61). Our findings demonstrate that diabetic pregnancy, especially combined with hyperlipidemia precipitates cardiac “insulin resistance” in the developing fetal heart. The transitory nature of the pathway may explain why IDM have diastolic and systolic dysfunction that begins *in utero* around the time fetal pancreatic endocrine function begins, but then improves after birth (7, 62–64). Authors propose that when the fetus is no longer exposed to the triad of hyperglycemia, hyperlipidemia, and hyperinsulinemia PI3K/AKT activation is no longer suppressed. This postnatal correction, alongside the physiologic transition from glycolysis to fatty acid oxidation during cardiac maturation (60), could explain why cardiomyopathy in IDM improves after birth. However, this does not explain how infants born to diabetic or obese mothers develop early onset CVD in adulthood (6, 21, 27, 65, 66). We propose that this is related to either lasting effects of disturbed cardiogenesis or advanced aging from the up-regulated PPAR pathway.

Both of the pathways we uncovered by transcriptomic profiling are well-known modulators of stem cell fate, which could influence cardiogenesis and aging as it relates to long-term cardiovascular health (56, 67). The current study adds additional evidence to our previous work, that maternal diabetes and HF diet affect cardiac health through mitochondrial mediated influences on cell fate and aging processes (30, 31, 68, 69). Our lab has shown that primary isolated cardiomyocytes from combination exposed offspring have poorly charged, adynamic, fragmented mitochondria which can produce ROS and incite mitochondrial mediated cell death (30, 31). Developing cardiomyocytes normally have highly dynamic mitochondria; after birth they undergo rapid mitochondrial biogenesis and ultrastructural differentiation into distinct sub-populations to meet changing metabolic demands (60, 70–72). Mitochondrial biogenesis requires complex coordination of nuclear and mitochondrial transcription, translation and protein assembly that is regulated by transcriptional regulators including PGC1α (73). PGC1α is a positive regulator of mitochondrial biogenesis, oxidative phosphorylation, gluconeogenesis, and ROS-detoxification (73), and is regulated at both transcriptional and post-translational levels through similar yet competing PI3K/AKT and MAPK pathways (Figure 7) (74). Oxygen, nutrients, and ROS in the heart signal for the insulin-sensitive PI3K/AKT pathway to reduce PGC1α activity; conversely, they signal for MAPK and glucose-responsive AMPK phosphorylation to increase PGC1α transcriptional activity (74). In this study, newborn offspring exposed to maternal hyperglycemia and hyperlipidemia and fetal hyperinsulinemia demonstrated down-regulated PI3K/AKT and increased PGC1α expression. Together, these transciptomic changes would be expected to increase translation (but not transcription) of mitochondrial proteins, mitochondrial biogenesis, and gluconeogenesis while decreasing glycolysis (43). This shift in metabolic machinery is the resut of coordinated increases in expression of nuclear and mitochondrial encoded genes needed for mitochondrial biogenesis.

It is critical to point out that while the vast majority of proteins regulating mitochondrial function are encoded by the nuclear genome and transported to the mitochondria, respiratory complex assembly occurs within the mitochondria guided by mitochondrial DNA (mtDNA) transcription and translation (75). Located within mitochondrial nucleoids, mtDNA coding for the respiratory complex components are translated into proteins by mitochondrial ribosomes or mitoribosomes under the influence of P32 (complement component 1, q subcomponent binding protein or C1qBP; also called gC1qR or HABP1) (75). All 82 proteins that make up the mitoribosome are encoded by the nuclear genome and transported into mitochondria for assembly (76). 

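C1qbp (probe set 10744568), which encodes P32, a chaperone of the mitochondrial matrix, was at 0.077 ± 0.095 (SD, n = 5) in combination and -0.012 ± 0.14 (SD, n = 7) in control hearts. The log2 difference of 0.089 (standard error 0.092, exact permutation p = 0.275, limma adjusted p = 0.728) was smaller than the spread within the control group, and 0 of the 5 combination hearts lay above every control. With the first principal component as a covariate, an alternative chosen after seeing the data, it was -9.3e-05.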

In this study, cardiac transcriptome analyses identified upregulation of P32 mitoribosomal proteins in combination exposed offspring. Specifically upregulated were *Mrpl19, Mrpl38, Mrps10, Mrps27*, and *Dap3*, mitoribosomal proteins influenced by P32, an essential RNA-binding factor in mitochondrial translation indispensable for oxidative phosphorylation and embryonic development (77). Additionally, *Mrpl40*, a mitoribosomal protein associated with P32, was upregulated in the combination exposed cardiac transcriptome. MRPL40 is located adjacent to the ribosomal polypeptide exit site and is important for synthesis of mitochondrially encoded proteins and their subsequent assembly into oxidative phosphorylation complexes (78).

DAP3 and P32 play additional roles in mitochondrial function and cell fate (37–39, 77). We previously detailed a sex-specific role for DAP3 in impaired dynamism and mitochondrial quality control in combination exposed male offspring (31). As a chaperone for mitochondrial protein synthesis, P32 does not affect the amount of mtDNA or mRNA but rather mitochondrial protein homeostasis, respiration (77), and cell survival (79). While we have previously demonstrated a higher mtDNA copy number and oxidative stress in diet-exposed offspring, the aforementioned anticipated post-transcriptional changes may explain why combination exposed hearts in this study did not have a significantly higher mtDNA copy number but expressed more VDAC, a mitochondrial outer membrane protein that is often used as a surrogate marker of mitochondrial quantity.

Alternatively, expression of genes influencing mitochondrial biogenesis may be upregulated as a compensatory mechanism to increase turnover of dysfunctional mitochondria found in combination exposed NRCM (30, 31). 

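Ndufc1 (probe set 10823098), a small subunit of respiratory complex I, was at 0.27 ± 0.18 (SD, n = 5) in combination and -0.097 ± 0.23 (SD, n = 7) in control hearts, a log2 difference of 0.37 (standard error 0.12, exact permutation p = 0.0139). Hccs, which attaches heme to cytochrome c, had a log2 difference of 0.43 (standard error 0.16, exact permutation p = 0.0341). Rtn4ip1, a mitochondrial oxidoreductase, had one of 0.51 (standard error 0.19, exact permutation p = 0.0316), with 3 of 5 combination hearts above all controls. Each passed the threshold at a limma adjusted p of 0.495, and without combination heart 1 all 3 were short of it (Ndufc1 0.295, Hccs 0.31, Rtn4ip1 0.40), as was Ndufc1 without control heart 1 (0.30).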

Transcriptomic evidence from this study demonstrates a compensatory shift to increase oxidative phosphorylation including up regulation of *Ndufc1, Hccs*, and *Rtn4ip1* which encode proteins necessary for orchestrated assembly of respiratory complexes or their cofactors. Specifically, NDUFC1 is a subunit in mitochondrial Complex I and HCCS is critical for cytochrome c biogenesis which functions in electron transport from Complex III to Complex IV (80, 81). HCCS is also is a key regulator of cell fate and cardiomyocyte differentiation. Adenylate kinase 2 (*Adk2*) was also upregulated in combination exposed offspring. Its encoded protein, AK2, is part of the adenylate kinase shuttling pathway, a central metabolic hub which enables the transfer of phosphoryl groups to interconvert 2ADP → ATP + AMP. This reaction is not only critical for ATP generation but is a sensitive rheostat of cellular energy that regulates the balance of energy storage and utilization through multiple downstream AMP signaling pathways. Specifically, AK2 is highly expressed in cardiac tissue and localized to the mitochondrial intermembrane space where it facilitates conversion of AMP to ADP shuttling. AK2 has an extremely high affinity for AMP which assures that AMP reaching cardiac mitochondria is converted to ADP and channeled into oxidative phosphorylation. During cardiometabolic stress, mitochondrial AK2 activity is increased in response to increased energy demand and the necessity to maintain the cellular adenine nucleotide pool; moreover higher AK2 is often associated with cardiac hypertrophy (82). Whether or not AK2 is higher in combination than control offspring hearts because mitochondrial number is higher, probably in response to impaired bioenergetics, is unknown.

In addition to these network changes, individual DEGs were detected when comparing diabetes or HF diet to controls. In the “Diabetes” vs. “Control” analysis, all genes that changed by 1.5 fold or more were upregulated. Specifically, we identified higher expression of alpha hemoglobin stabilizing protein (*Ahsp*) and Kell metallo-endopeptidase (*Kel)* which encode proteins typically highly expressed in red blood cells. 

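Ahsp (probe set 10711396), the chaperone of free alpha globin, was at 0.47 ± 0.50 (SD, n = 6) in diabetes exposed and -0.53 ± 0.86 (SD, n = 7) in control hearts, a log2 difference of 1.00 (standard error 0.41, exact permutation p = 0.0326, limma adjusted p = 1). Kel (probe set 10862234), a red cell surface endopeptidase, differed by 0.56 (standard error 0.26, exact permutation p = 0.0513, limma adjusted p = 1), and Add2, of the red cell membrane skeleton and short of the threshold, by 0.31 (standard error 0.12, exact permutation p = 0.0291, limma adjusted p = 1). Of 30 erythroid genes 4 were higher past the threshold and 0 lower, 27 differences were positive, and 0 passed when adjusted over the list alone. The list's mean was 0.12 ± 0.23 (SD, n = 6) in diabetes and -0.14 ± 0.25 (SD, n = 7) in control hearts, a difference of 0.26 (exact permutation p = 0.0758, adjusted p = 1 over 48 lists). camera gave the list an adjusted p = 1.69e-11 with the preset and an adjusted p = 0.674 with an estimated correlation. With the mean of 27 other erythroid genes of each heart as a covariate, the difference was 0.37 (standard error 0.16) for Ahsp and 0.14 (standard error 0.080) for Kel. Ahsp was short of the threshold without control heart 2 (0.81) or 4 (0.85) or diabetes heart 4 (0.895) or 6 (0.86), and Kel without any 1 of 7 hearts, down to 0.43 without diabetes heart 4.

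**Figure D6:**
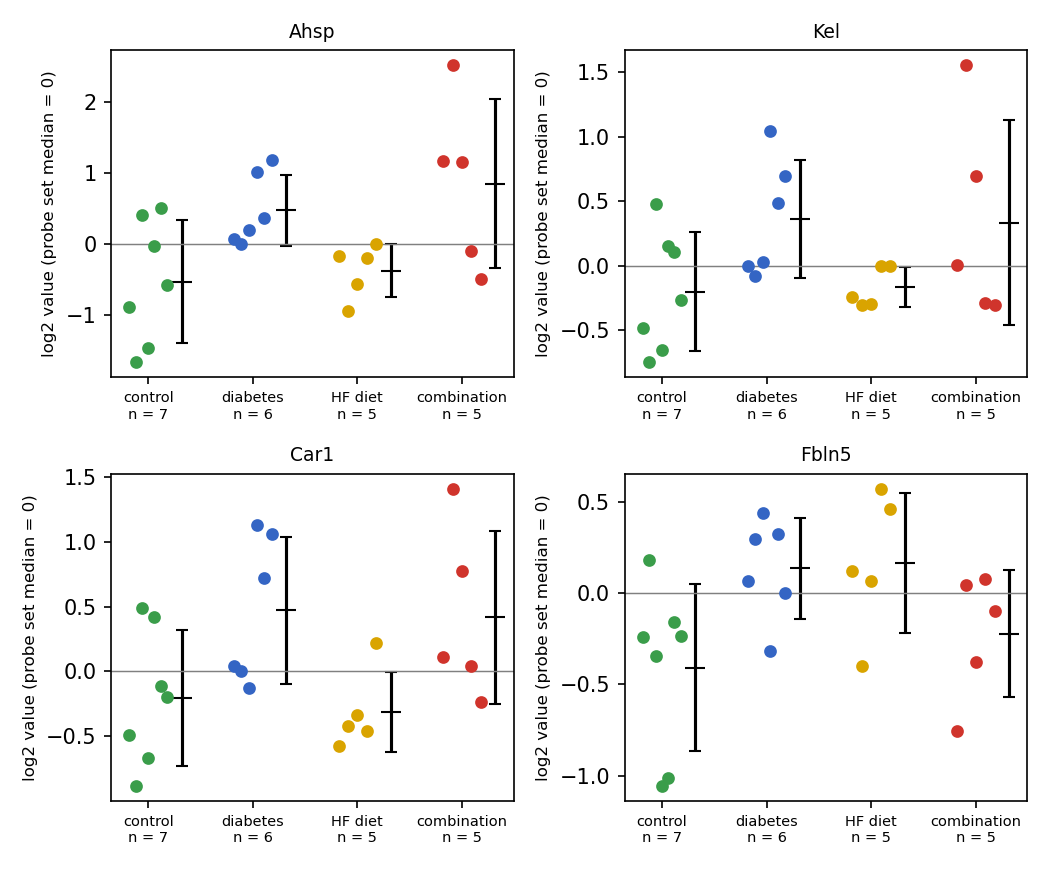
Values of Ahsp, Kel, Car1 and Fbln5 in each heart, on the log2 scale with each probe set's median over 23 hearts at 0, by group; points are hearts, horizontal ticks are means and bars are SD. Ahsp averages 0.47 in diabetes and -0.53 in control hearts, and the ranges of the groups overlap for all 4 genes.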

Neonatal polycythemia is a common complication associated with maternal diabetes, and it is possible that higher expression of *Ahsp* and *Kel* are due to a higher number of residual red cells in the myocardial vasculature within our samples. However, *Ahsp* and *Kel* are found in other tissue such as endothelial cells, including coronary arteries where they reportedly regulate vasoconstriction through the oxygen sensing eNOS and endothelin-3 activation, respectively (83, 84). It is plausible these expression differences convey commonly reported vascular manifestations in offspring of diabetic mothers (33, 85). 

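Car1 (probe set 10814184), a carbonic anhydrase that red cells hold in large amounts, was at 0.47 ± 0.57 (SD, n = 6) in diabetes exposed and -0.20 ± 0.52 (SD, n = 7) in control hearts. The log2 difference was 0.68 (standard error 0.27, exact permutation p = 0.0507, limma adjusted p = 1), with 3 of the 6 diabetes hearts above every control. It was 0.25 (standard error 0.11) with the mean of 27 other erythroid genes as a covariate. It was short of the threshold without control heart 2 (0.56) or diabetes heart 4 (0.54) or 6 (0.56).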

Another upregulated gene is *Car1* which encodes carbonic anhydrase I (CA-1). While best known for their role in proximal renal tubules, carbonic anhydrases are ubiquitous proteins that regulate pH balance and dependent cellular processes by catalyzing the reversible conversion of carbon dioxide to bicarbonate. In the heart, CA-1 is expressed in both endothelial cells and myocardium and upregulation activates the Na^+^/H^+^ exchange and calcium influx; when over activated CA-1 causes cardiac hypertrophy (86). Moreover, adults with diabetic cardiomyopathy have overexpression of myocardial CA-1, lower capillary density, and worse pathological remodeling after ischemia-reperfusion injury than non-diabetics (87). *In vitro* studies confirm that hyperglycemia increases expression of CA-1 in endothelial cells to disrupt vasculogenesis (87). 

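In diabetes exposed hearts the Wnt antagonist gene Frzb (probe set 10846740) was at 0.19 ± 0.26 (SD, n = 6), against -0.37 ± 0.41 (SD, n = 7) in control hearts, and 1 of the 6 lay above every control. The log2 difference of 0.56 (standard error 0.19, exact permutation p = 0.0169) passed the threshold, at a limma adjusted p of 1.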

*Frzb* encodes frizzled-related protein, a modulator of the Wnt/β-catenin signaling pathway which plays a central role in cardiac development as well as cardiac remodeling and aging (88). *Frzb* has been identified as a core gene biomarker in clinical reports of adults with diabetic cardiomyopathy (89). *Fbln5* encodes the protein fibulin-5, a secreted extracellular matrix protein that plays a role in vascular remodeling through promotion of endothelial cell adhesion and upregulation impairs endothelial cell proliferation (90). Others have reported upregulation of *Fbln5* in patients with diabetes, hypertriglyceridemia and a strong family history of CVD (91). 

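Against a control mean of -0.41 ± 0.46 (SD, n = 7), Fbln5 (probe set 10891780) was at 0.135 ± 0.28 (SD, n = 6) in diabetes exposed and 0.165 ± 0.38 (SD, n = 5) in HF diet exposed hearts. The log2 differences were 0.54 (standard error 0.20, exact permutation p = 0.0262) and 0.57 (standard error 0.21, exact permutation p = 0.048), each at a limma adjusted p of 1. Both comparisons use the same 7 control hearts, 2 of which lie near -1. Combination hearts were at -0.22 ± 0.35 (SD, n = 5).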

In our study, *Fbln5* was upregulated in both diabetes and HF diet exposed offspring hearts. Beyond pathway analyses, these findings identify *Car1, Frzb*, and *Fbln5* as potential candidates in the pathogenesis of neonatal cardiomyopathy and programming of adult CVD in offspring born to diabetic mothers (30).

When comparing HF diet exposed offspring to control samples, Rho family GTPase 1 (*Rnd1*), TNF receptor superfamily member 12A (*Tnfrsf12a*), heparin-binding EGF-like growth factor (*Hbegf* ) and a group of microRNAs, were discretely upregulated in addition to the aforementioned *Fbln5*. 

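All 5 HF diet hearts lay above all 7 controls for Rnd1 (probe set 10906926), a GTPase that loosens the actin skeleton, at 0.51 ± 0.41 (SD, n = 5) against -0.22 ± 0.23 (SD, n = 7), a log2 difference of 0.72 (standard error 0.26, exact permutation p = 0.00126, limma adjusted p = 1). Tnfrsf12a, the receptor of the cytokine TWEAK, differed by 0.56 (standard error 0.18, exact permutation p = 0.00505, limma adjusted p = 1) with 4 of 5 hearts above all controls. Hbegf, a growth factor for the EGF receptor, differed by 0.55 (standard error 0.255, exact permutation p = 0.0303, limma adjusted p = 1). Among 17 genes of hypertrophy and stress 3 were higher past the threshold and 0 lower in HF diet hearts, 0 adjusted over the list alone, with a mean difference of 0.20 (exact permutation p = 0.0518, adjusted p = 0.992). Hbegf was short of the threshold without any 1 of 6 hearts, down to 0.41 without HF diet heart 5.

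**Figure D7:**
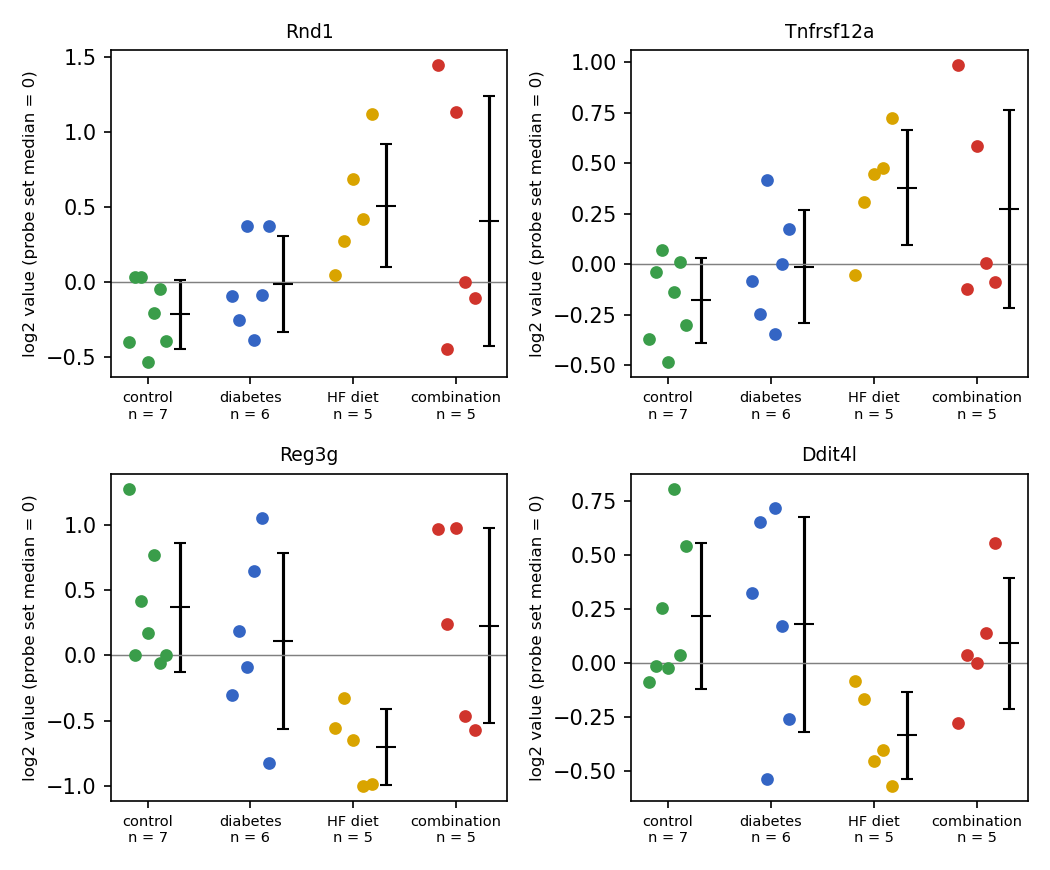
Values of Rnd1, Tnfrsf12a, Reg3g and Ddit4l in each heart, on the log2 scale with each probe set's median over 23 hearts at 0, by group; points are hearts, horizontal ticks are means and bars are SD. Rnd1 averages 0.51 in the 5 HF diet hearts and -0.22 in the 7 controls, which do not overlap.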

MicroRNAs are non-coding RNA, 19-24 nucleotides in length, that are known to regulate almost all biological processes, including glucose and lipid metabolism, apoptosis, signal transduction, and inflammatory responses (92). Specifically, *mir323, mir539, mir377*, and *mir382* all demonstrate significant enrichment in samples taken from the HF diet groups. 

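The probe sets of these microRNA genes read the precursor locus and cannot tell mature arms apart. Mir323 was at 0.56 ± 0.49 (SD, n = 5) in HF diet and -0.20 ± 0.44 (SD, n = 7) in control hearts (log2 difference 0.76, standard error 0.25, exact permutation p = 0.0101). Mir539 differed by 0.60 (standard error 0.245, exact permutation p = 0.0114), Mir377 by 0.595 (standard error 0.24, exact permutation p = 0.0189) and Mir382 by 0.59 (standard error 0.26, exact permutation p = 0.0303), with 3 or 4 of the 5 HF diet hearts above every control. The names are those of the paper's Table S5, paired with probe sets through its identifiers. Their probe set numbers lie close together, from 10887056 to 10887100. Whether the 4 genes vary independently was not tested, so their p-values may not be separate evidence. Each had a limma adjusted p of 1. Mir539 was short of the threshold without HF diet heart 4 (0.44) or control heart 5 (0.51), Mir377 without control heart 5 (0.47) or HF diet heart 3 (0.50) or 4 (0.53), and Mir382 without any 1 of 4 hearts, down to 0.46 without control heart 5.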

In the context of cardiac disease, *mir323* has been associated with cardiac exosomal fractions that bind to matrix metalloprotease 9 (MMP9) and downregulate its expression to mitigate MMP9 induced extracellular matrix remodeling (93). In rat models of myocardial infarction, *mir539* expression increases significantly and binds to and inhibits the expression of MEK leading to impaired proliferation and apoptosis of cardiomyocytes (94). *Mir377* also influences myocardial regeneration and angiogenesis by targeting many genes involved in inflammation, oxidative stress, and angiogenesis; converse to *mir539*, it mitigates myocardial injury following ischemia-reperfusion injury by inducing angiogenesis and stem cell proliferation in ischemic myocardium (92, 95). While no cardiac specific associations have been reported for *mir382*, it has been observed to function as a PI3K/Akt pathway inhibitor (96) adding more relevance to network studies.

Other upregulated genes in HF diet exposed offspring hearts included *Fbln5*, as previously noted; *Hbe1, Rnd1, Tnfrsf12a*, and *Hbegf* . 

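Hbe1 (probe set 10724331), an embryonic beta-like globin, was at 0.46 ± 0.62 (SD, n = 5) in HF diet and -0.405 ± 0.47 (SD, n = 7) in control hearts, a log2 difference of 0.86 (standard error 0.40, exact permutation p = 0.0139, limma adjusted p = 1). Of the 5 HF diet hearts, 3 lay above every control heart for this gene. It was short of the threshold without any 1 of 7 hearts, down to 0.68 without HF diet heart 5.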

*Rnd1* has been identified as a biomechanical stress-sensitive activator of cardiomyocyte growth and hypertrophy in rodent models and overexpression reactivates neonatal rat ventricular myocyte proliferation (97). *Tnfrsf12a* also known as TWEAKR/FN14 is expressed at low basal levels in the heart (98) and sustained expression of the receptor results in adverse cardiac fibrotic remodeling and heart failure as a result of sensitized inflammatory response (99). Indeed, cardiac hypertrophy due to increased fibroblast proliferation downstream of increased TWEAKR activity is supported by JAK2/STAT3 mediated hypertrophy in atrial myocytes (100). *Hbegf* encodes heparin-binding extracellular growth factor protein which increase AKT activity, cardiac fibroblast proliferation and secretion of Type 1 collagen to influence cardiac remodeling, stiffness and contractility (101) which could have an additive effect with overexpressed TWEAKR discussed above.

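The secreted lectin Reg3g (probe set 10863410) was at -0.70 ± 0.29 (SD, n = 5) in HF diet and 0.37 ± 0.50 (SD, n = 7) in control hearts, a log2 difference of -1.07 (standard error 0.31, exact permutation p = 0.00126), with all 5 below every control. Reg3b, its paralog, differed by -0.99 (standard error 0.34, exact permutation p = 0.0328), Ddit4l, an inhibitor of mTOR signaling, by -0.55 (standard error 0.20, exact permutation p = 0.00884) and Lrrc14b, a leucine-rich repeat gene, by -0.55 (standard error 0.23, exact permutation p = 0.0341). Probes of the paralogs Reg3b and Reg3g may share signal. All 4 passed the threshold, at a limma adjusted p of 1. Lrrc14b was short of it without control heart 5 (-0.455) or 7 (-0.45) or HF diet heart 4 (-0.445).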

Significantly downregulated genes in the HF diet group included the general class of regenerating islet-derived protein 3 beta or *Reg3b*, as well as its paralog, *Reg3g*, leucine rich repeat containing 14B (*Lrrc14b*) and DNA damage inducible transcript 4 like (*Ddit4l*). *Reg3b* serves as a cardiomyocyte-derived chemokine for macrophages and is upregulated after myocardial infarction to influence cardiac remodeling (102, 103). 

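Pik3ip1 (probe set 10773695) was at -0.435 ± 0.26 (SD, n = 5) in HF diet and 0.16 ± 0.49 (SD, n = 7) in control hearts, and 1 of the 5 HF diet hearts lay below every control. The log2 difference was -0.60 (standard error 0.21, exact permutation p = 0.0278, limma adjusted p = 1).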

*Pik3ip1* is a suppressor of the AKT pathway and was downregulated in maternal high-fat diet exposed offspring compared to controls. Perhaps this, alongside upregulation of *Hbegf* , partially negates the PI3K/AKT suppression associated with diabetes exposure to explain variable phenotypes between the 4 groups and lack of additive effect in the combination exposed group. *Lrrc14b* is normally expressed at low levels in non-germline tissues and has been identified as a paralog of *Lrrc14*, a leucine rich-repeat containing protein that has recently been described as a Toll-like receptor inhibitor (104). Previous work by Pierre et al. indicates that HF diet causes pathological remodeling via Toll-like receptor activation and using TLR4 knockouts, the authors demonstrated that TLR4 deficiency protected against diet-induced ER stress (105). In addition, when considered in the context of cardiomyopathy, ER stress has been associated with cardiometabolic perturbations and cardiomyopathy (106, 107). *Ddit4l* is an autophagy mediator in the heart through mTOR pathways and the balance regulates both physiologic and pathological cardiac hypertrophy (108).

Identification here of the complex metabolic underpinnings of impaired offspring cardiac development subsequent to the combination of maternal diabetes and HF diet is a clear and significant advancement in understanding cardiopathology in the context of DOHaD. Significantly, the findings of the present study establish a precedent to examine longitudinal changes, as “transcriptome snapshots” capture single time points and miss nuances of gene expression dynamics. Network prioritization of FGF and PI3/AKT signaling cascades, as well as their convergence on PGC1α revealed the importance of this cluster in facilitating cardiometabolic derangement (Figure 7). Ultimately, the present findings may also provide a translational advantage by considering maternal hyperlipidemia and the FGF-PI3K/AKT- PGC1α cluster as a targetable hub for prevention and treatment of developmentally programmed heart disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE150649.

## Ethics Statement

The animal study was reviewed and approved by Sanford Research Institutional Animal Care and Use Committee.

## Author Contributions

MB and RF are the principal investigators responsible for the work as a whole. MB conceived and funded the study, completed animal work, and RNA extraction. TL did PCR, protein, serum, and tissue analyses. JE isolated NRCM and completed extracellular flux analyses and EL assisted in data interpretation. CP did bioinformatics analysis on transcriptomic data. RF and CP did functional annotation and network analyses. CP drafted the manuscript and figures with creative support from TG. All authors assisted in the project as a whole including manuscript overview.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CVD: Cardiovascular disease
GDM: Gestational diabetes mellitus
HF: High fat
ChIP-SEq: Chromatin immunoprecipitation sequencing
GD: Gestational day
P1: Postnatal day one
RIN: RNA integrity number
QC: Quality control
KEGG: Kyoto Encyclopedia of Genes and Genomes
DAVID, Database for Annotation: Visualization and Integrated Discovery
IPA: Ingenuity pathway analysis
cDNA: Complementary DNA
qPCR: Quantitative PCR
OD: Optical density
GST: Glycolytic stress test
NRCM: Neonatal (P1) rat cardiomyocytes
OCR: Oxygen consumption rates
ECAR: Extracellular acidification rates
FCCP: Cyanide-4-(trifluoromethoxy)phenylhydrazone
PPR: Proton production rate
PAS: Periodic acid-Schiff
GEO: Gene expression omnibus
DEG: Differentially expressed gene
IDM: Infants of diabetic mothers.

# Supplementary material for: Maternal High Fat Diet and Diabetes Disrupts Transcriptomic Pathways That Regulate Cardiac Metabolism and Cell Fate in Newborn Rat Hearts
**Source:** Front Endocrinol (Lausanne). 2020 Sep 17;11:570846. doi: 10.3389/fendo.2020.570846
**Supplement:** Supplementary file 1

## Supplementary Material.

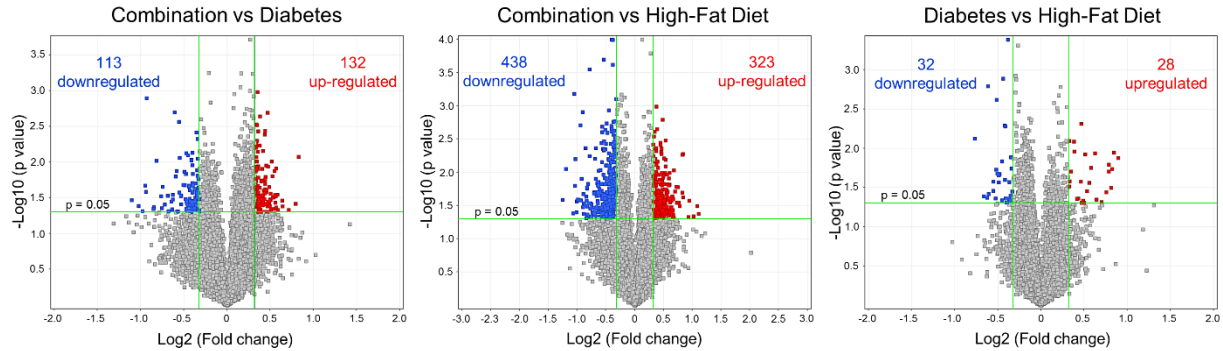

**Figure S1.** Depicted are the differentially expressed genes (DEG) in the combination exposed group when compared to diabetes (left plot, 113 downregulated and 132 upregulated) and to HF diet groups (middle plot, 438 downregulated and 323 upregulated). Furthermore, when comparing the diabetes exposed group with the HF diet group, 60 DEGs (right plot, 32 downregulated and 28 upregulated) were revealed to be above our set statistical threshold ( $p < 0.05$ , fold change  $> 1.25$  and  $< -1.25$ ).

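Against HF diet hearts, the 5 combination hearts were higher without overlap for Kcne1, a potassium channel subunit, at a log2 difference of 1.11 (standard error 0.34) and for Edn1, which encodes endothelin 1, at 0.84 (standard error 0.27). The same held for the secretin receptor Sctr (0.835), Depp1 (0.78), a FOXO target, Blvrb (0.70), a biliverdin reductase of red cells, and Mtfp1 (0.67), which acts in mitochondrial fission. They were lower for Meg3, at -0.79 (standard error 0.26), Spaca6 (-0.68), Leng8 (-0.68) and the extracellular matrix protein Fras1 (-0.64). Each had an exact permutation p of 0.00794, the smallest that 5 hearts against 5 allow, and a limma adjusted p of 0.368. Of 119 named probe sets past the threshold with no overlap these are the 10 with the largest difference; at any size 264 of 15310 did not overlap (1.72%, chance 0.794%). Mitoribosome genes were higher on average by 0.30 (25 of 76 higher past the threshold, 0 lower, 1 adjusted over the list alone; exact permutation p = 0.0238, adjusted p = 0.163 over 48 lists), with a camera adjusted p = 0.499 with an estimated correlation. The 27 chromatin regulators with long transcripts, a technical list, went the other way at a mean difference of -0.34. Of these, 13 were lower and 0 higher past the threshold (exact permutation p = 0.0238, adjusted p = 0.163). The permutation p-values for genes and lists take each heart as a unit. Both groups carry only 3 code stems each, so these p-values may be too small if hearts of a stem are littermates. Without combination heart 1 the mitoribosome difference was 0.19, and Mtfp1 (0.49) and Fras1 (-0.46) were short of the threshold. In limma 1679 probe sets passed the threshold, 828 higher and 851 lower, with 3893 at an unadjusted p under 0.05 and 0 after adjustment (lowest adjusted p = 0.11). The methods' t-test gave 812, 348 higher and 464 lower, with 2202 at an unadjusted p under 0.05 and 0 after adjustment. The count was 576 without combination heart 1, 1112 without HF diet heart 3 and 2995 without combination heart 4. It was 627 with array weights, 681 with the erythroid mean as a covariate, 879 with quantile normalization and 1042 with hearts of 1 code stem averaged. With the first principal component as a covariate, chosen after seeing the data, it was 238. Probe sets with 1 gene symbol fitted alone gave 522 higher and 324 lower.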

**Table S1.**

Differentially expressed genes in Combination exposed vs Control group.

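Table S1 gives a fold change and p for each gene it names. It holds 228 genes of the 323 the paper counts, which the paper explains by leaving out duplicated and non-annotated ones. No overlap or enrichment was tested on it. In the value table all 228 probe sets had the table's direction, and the log2 difference of the group means lay within 0.0053 of the table's. By the methods' t-test 228 passed the threshold, by limma 215, and 0 after adjustment in either.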

Continuation Table S1.

Continuation Table S1.

Continuation Table S1.

Continuation Table S1.

Continuation Table S1.

**Table S2.**

Differentially expressed genes in Combination exposed vs Diabetes exposed group.

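Of the genes of Table S2, 152 are in the text used here, against 245 counted in the paper. All 152 probe sets had the same direction in the value table, with log2 differences within 0.0051 of the table's; limma put 149 past the threshold, the methods' t-test 152, and limma 0 after adjustment.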

Continuation Table S2.

Continuation Table S2.

Continuation Table S2.

**Table S3.**

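The comparison of combination with HF diet exposed hearts has 559 named genes in the text of Table S3 used here. In the value table all 559 probe sets shared the direction given there, 512 passed the threshold in limma and 558 by the methods' t-test, and 0 passed adjustment in limma.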

Differentially expressed genes in Combination exposed vs High-Fat diet exposed group.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

Continuation Table S3.

**Table S4.**  
Differentially expressed genes in Diabetes exposed vs Control group.

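Table S4 names 19 genes in the text used here, fewer than the 37 the paper counts. Ahsp, Car1, Frzb, Kel and Fbln5 are among them. All 19 probe sets had the same direction in the value table, 18 passed the threshold in limma and 19 by the methods' t-test, and 0 passed adjustment in limma.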

**Table S5.**

Differentially expressed genes in High-Fat diet exposed vs Control group.

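For the 75 genes of Table S5 in the text used here, where the paper counts 132, each fold change was recomputed from the group means of the value table. All 75 had the table's direction, 64 passed the threshold in limma and 75 by the methods' t-test, and limma called 0 after adjustment.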

Continuation Table S5.

**Table S6.**

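Diabetes and HF diet exposed hearts differ in 38 named genes of Table S6 in the text used here, of 60 the paper counts. All 38 had the same direction in the value table; 32 passed the threshold in limma, 38 by the methods' t-test, and 0 after adjustment in limma.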

Differentially expressed genes in Diabetes exposed vs High-Fat diet exposed group.

**Table S7.**  
Functional enrichment analysis in all up and down DEGs in Combination vs Control.

**Table S8**  
Functional pathway enrichment analysis (Reactome) of up and downregulated DEGs in Combiunation vs Control.

**Table S9.**

Mitochondrial associated genes changing in combination exposed newborn rat hearts vs controls.

How the deposited data were processed for this re-analysis (not part of the article)

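The authors hybridized RNA of 23 newborn rat hearts (7 control, 6 diabetes, 5 HF diet, 5 combination) to Affymetrix Rat Gene 1.0 ST arrays, read probe cell intensities with the GeneChip software and normalized them in GeneSpring GX. The authors deposited log2 values for 29170 probe sets, each centred on its median over the 23 arrays. Per the methods, probe intensities were averaged for each set and a quality filter was run on the normalized intensities. The normalization algorithm and the limits of that filter are not given in the sources used here. The raw intensity files were not used here. The centring takes away the level of each probe set, so signal over background cannot be read and no filter on dim probe sets was applied.

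The deposited log2 values were used as they are, with no second normalization. Probe sets were named from the array annotation, with Entrez identifiers matched to the RefSeq gene table (15279 of 15310 matched and 0 symbols changed), or through the probe set identifiers that the paper's tables print. A linear model with 1 mean per group was fitted to all 23 hearts with limma's lmFit and eBayes, and the 6 pairwise differences and the interaction of diabetes and HF diet were taken from this 1 fit. The threshold was that of the paper, a fold change beyond 1.25 in either direction and an unadjusted p under 0.05. Benjamini-Hochberg adjustment ran over the 29170 probe sets of each comparison. The methods' t-test, with unequal variances, was run as an alternative. For single genes and for the mean of a gene list in each heart, all splits of the hearts of 2 groups were enumerated for an exact permutation p, two-sided. Lists with at least 5 measured genes were tested and adjusted over 48 lists per comparison. limma's camera, with its preset correlation of 0.01 and with an estimated correlation, and fry were run on the same lists.

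The genes named in the text are those the paper names for the arrays, the named probe sets past the threshold whose 2 groups do not overlap (at most the 10 with the largest difference per comparison), the list members with the smallest p in lists tied to a claim, genes whose protein or qPCR the paper reports, and the 10 largest interaction terms. Mrpl40 is given as the mean of its 2 probe sets (0.36), except among the genes of Table S9, where it is probe set 10755987 (0.345). The other genes chosen by these rules are given from 1 probe set each. Some genes that the paper names are not reported here.

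In the self-test, changes of known size were added to simulated values for 29170 genes in the 5 against 7 comparison of combination and control. limma called 85.1% of 67 genes changed by a log2 difference of 0.5 at the paper's threshold and 55.2% at an adjusted p under 0.05. For a difference of 1 these were 100% and 89.6%, and for 1.5 both were 100%. Of 28970 unchanged genes 393 passed the paper's threshold and 4 the adjusted one. The methods' t-test passed 80.6% at 0.5 and 280 of the unchanged genes at the paper's threshold. These rates are those of the simulated values. Other splits of the real combination and control hearts put a median of 315 and at most 2837 probe sets past the threshold in limma. The self-test does not show that spread, so its rates may not hold for these hearts.

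The analysis ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.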

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

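Of the tests in this part, the relation of the combination difference to the first component of the other hearts, the lists matched on genomic span and the T cell and lung means of control heart 1 were chosen after the result was seen. For 229 groups of hearts, 1 per gene or list and exposure, the highest or lowest heart was compared with its nearest neighbor as a share of the group's range (Dixon's 95% limit). It stood apart in 28 groups, where chance alone gives about 11.4.

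Control heart 1 had a mean of 3.13 over the T cell and thymus genes and 2.86 over the lung genes, both set apart from the other controls. The highest of the other 22 hearts reached 0.0247 for the T cell and thymus list (median -0.147), while HF diet heart 4 reached 0.958 for the lung list and stood apart in its own group. Of the list members, 11 of 12 T cell and thymus genes and 9 of 10 lung genes were highest in control heart 1. These values are consistent with thymus and lung tissue taken along with this heart, and no biological explanation was tested. Without this heart 591 probe sets pass the threshold for combination against control, against 965 with it.

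The mean of 76 mitoribosome genes was higher in combination than in control hearts, with 19 genes higher past the threshold. That of 27 chromatin regulators with long transcripts was lower, with 8 lower past it. Neither mean passed adjustment (exact permutation, adjusted p = 0.268 for each), and camera with an estimated correlation gave each an adjusted p of 0.429. The 2 means also moved against each other inside the other groups. Across the 18 hearts of the other groups, each group centred, the 2 list means had r = -0.922 and rho = -0.911 (permutation p = 1e-05 for each, the smallest that 100000 resamples give; r = -0.867 without the 2 farthest hearts; 1 relation in the family). The difference of combination from control correlated over probe sets with the first component of those 18 hearts at r = 0.482 (-0.388 for HF diet and -0.166 for diabetes minus control), and 96.2% of the mitoribosome probe sets load on it positively. Over 14481 genes the difference went with genomic span at a Spearman correlation of -0.215, so part of it can follow gene length. Of 1000 lists matched on genomic span, 0% reached the mitoribosome difference of 0.269 (highest 0.0916, median 0.0334), so span alone typically goes with a smaller difference. Genes of a matched list need not move together as the mitoribosome genes do (estimated correlation 0.632). The lists were not matched on transcript length, so they do not exclude a trend with length. An axis of the samples that is not specific to the exposure, such as RNA quality, dissection or developmental stage, therefore stays open beside an effect of the combined exposure, and which of these it is was not tested.

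Diabetes heart 5 stood apart from the other diabetes hearts for the mitoribosome list at 0.279, the PGC1α list at 0.131, the ketone body and branched-chain amino acid list at 0.358 and Fgf9 at 0.449. Control heart 6 stood apart for the immediate early genes at 0.89, the hypoxia genes at 0.348 and Ppargc1a at 0.378. Combination heart 1 stood apart for Mrps10 at 0.956, Ppargc1a at -0.475, Sec11c at 0.824 and Pom121 at -0.662. Combination heart 3 stood apart for the Cys2-His2 zinc finger genes at -0.177, Ccna2 at -0.262 and Zbtb1 at -0.579. HF diet heart 4 stood apart for Mir539 at 1.2 and Fgf9 at -0.59, and HF diet heart 3 for Sema7a at -0.74. Control heart 5 stood apart for Mir377 at -0.97 and Mir382 at -0.962. Control heart 1 stood apart for Dtx4 at 0.528 and Ddi1 at 0.476, and control heart 4 for Ptx3 at -0.292. Diabetes heart 4 stood apart for the T cell and thymus list at -0.233 and Add2 at 0.654, and diabetes heart 3 for the imprinted genes at 0.188. Diabetes heart 5 was also at -1.14 for the atrial genes, where the other diabetes hearts run from -0.00837 to 0.215, a value looked at after it was seen.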

How the results depend on the processing

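The first principal component as a covariate and the PI3K and AKT list without Pdk1 (adjusted p = 0.491, 0.518 with it) were chosen after seeing the data. For the named genes, 96 pairs of gene and comparison gave 3244 values under alternatives, of which 2953 kept their direction and side of the threshold, 266 kept the direction and lost the threshold, 21 came past it and 4 turned their direction. Pdpk1 and the genes given only for Table S9, such as Bdh1, are not among these pairs. In the fit as reported limma called 0 probe sets at an adjusted p under 0.05 in each of the comparisons. The methods' t-test, run on the pairwise comparisons, also called 0. The numbers at an unadjusted p under 0.05 run from 469 to 3893 in limma and from 517 to 2202 by the methods' t-test. Adjusted counts of probe sets under the alternatives are not given here. The cause of the changes below was not tested. Values have no level, so signal over background sets no limit that can be read here. A filter on dim probe sets, a trend of the prior variance with level and a covariate for sex from Y-linked genes (only Sry is measured) were not run.

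Probe sets past the threshold, in the order combination against control, HF diet against control, diabetes against control, combination against diabetes, combination against HF diet and diabetes against HF diet, were 965, 275, 89, 886, 1679 and 128 in limma and 361, 158, 51, 288, 812 and 82 by the methods' t-test. With probe sets of 1 symbol alone, which are fewer, they were 550, 76, 27, 431, 846 and 61, and 594 for the interaction (1265 over all). Among these, 35 were higher and 41 lower for HF diet against control (200 and 75 over all), 284 and 147 for combination against diabetes (486 and 400) and 522 and 324 for combination against HF diet (828 and 851). Quantile normalization gave 454 for combination against control, 413 against diabetes, 879 against HF diet and 226 for diabetes against HF diet. Array weights gave 380, 511 and 627 for combination against control, diabetes and HF diet. The code stem as a random block gave 176 for HF diet against control. Averaging hearts of a stem gave 112 there, 1042 for combination against HF diet and 819 for the interaction. The erythroid mean as a covariate gave 383 for combination against control, 310 for diabetes against control and 681 for combination against HF diet. The first principal component as a covariate gave 355, 191 and 238 for combination against control, diabetes and HF diet and 378 for the interaction.

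Leaving out 1 heart gave 348 (without combination heart 1) to 2103 (combination heart 4) for combination against control, with 591 without control heart 1, 1572 without combination heart 5 and 1676 without control heart 5. HF diet against control ran from 152 (HF diet heart 3) to 450 (HF diet heart 2), with 176 without HF diet heart 4 and 425 without control heart 6, and diabetes against control from 68 to 140 (diabetes heart 5), with 136 without diabetes heart 4 and 137 without control heart 6. Combination against diabetes ran from 277 (combination heart 1) to 2143 (diabetes heart 5), with 507 without diabetes heart 6, 570 without combination heart 2, 1508 without combination heart 5 and 2125 without combination heart 4. Combination against HF diet ran from 576 (combination heart 1) to 2995 (combination heart 4), with 1112 without HF diet heart 3, and diabetes against HF diet from 99 to 351 (diabetes heart 3), with 205, 209 and 221 without HF diet hearts 1, 5 and 2. The interaction ran from 623 (combination heart 1) to 2600 (diabetes heart 5), with 797 without control heart 5, 830 without control heart 3 and 2450 without combination heart 4.

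The groups share replicate numbers, which do not pair the hearts by the check used here: of 31 pairs with the same number 7 correlate above 0.1 (median r -0.0828, lowest -0.422, highest 0.559). Of 23 hearts 7 correlate best with a heart of their own number, where numbers at random give 3.61, and why some such hearts deviate together was not tested. The replicate block gave 632 probe sets for combination against control and 579 against diabetes and moved no other count by over 1.5 times (406, 110, 1658, 163 and 1284 for HF diet against control, diabetes against control, combination against HF diet, diabetes against HF diet and the interaction).

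By exact permutation 0 of 48 lists passed adjustment in any comparison, with 5, 1, 0, 1, 10 and 3 at an unadjusted p under 0.05 in the order above. Leaving out combination heart 4 gave 8 lists at an adjusted p under 0.05 for combination against HF diet, and leaving out any other heart gave 0. camera with its preset correlation called 26, 12, 15, 23, 20 and 17 lists in the order above, and camera with an estimated correlation and fry called 0. The mitoribosome list (adjusted p = 0.268) had a camera preset adjusted p of 2.1e-24 and the FGF receptor list one of 0.0207; with an estimated correlation both have 0.429. Leaving out 1 heart gave both lists an adjusted p between 0.17 and 0.539.

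Class prediction assigned 2 of 23 hearts to their own group with 200 probe sets, 9 with 50, 4 with 1000, 23 with no heart left out and 4 by the 3 nearest hearts. The first component held 28.8% of the variance, 24.1% with probe sets scaled and 31.9% with the most variable probe sets alone. The correlation of the combination and HF diet differences from control, 0.13 with all controls, was -0.142 and -0.101 with the controls divided between the 2 comparisons. Ppargc1a (-0.063) ran from -0.105 without combination heart 4 to 0.0394 without combination heart 1, and turned to 0.00288 with array weights and 0.0227 with the first principal component as a covariate, and C1qbp (0.089) to -9.27e-05 with the last. Fgfr2 (-0.47) passed the threshold in each setting but that covariate (-0.29), and Mrpl19 in all. Mrps10 (0.42) and Dap3 (0.365) lost it without combination heart 1 (0.274 and 0.27), and Mrpl40 (0.36) without that heart (0.287) or control heart 1 (0.281).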

Differences from the paper's values

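The first principal component as a covariate was chosen after the result was seen, and every other alternative named here was set before the data were examined. Statements that no others come near are about those others. Counts use the paper's threshold. The paper's methods name a t-test, the model reported here is limma, and both were run. The t-test gave the p-values of Table S1 used here within 0.000244, and those of Tables S2 to S6 within 0.000636. All 228 genes of Table S1 passed the threshold by it and 215 by limma, so the tables' p-values are those of the t-test. A count of another setting near the paper's is no sign that the paper used that setting. Why the t-test's counts still differ from the paper's was not tested.

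For combination against control the paper counts 323 genes, and limma gave 965 probe sets. The alternatives within 1.5 times of the paper's count are the methods' t-test (361), quantile normalization (454), array weights (380), the erythroid mean as a covariate (383) and leaving out combination heart 1 (348); the others are not. The paper's Results text gives 122 of these as higher and 201 as lower, while its legend of Figure 2 gives 201 as higher and 122 as lower. The paper's Table S1 names 134 higher and 94 lower genes, all 228 with that direction in the value table, and 134 cannot be among 122, so the legend's direction is the one its table allows. limma gave 614 higher and 351 lower. No alternative set in advance comes within 1.5 times of 122 higher, the number that Table S1 rules out. Near 201 lower are the methods' t-test (136), quantile normalization (176), the replicate block (218), the erythroid covariate (135), single-symbol probe sets (159) and leaving out control heart 1 (224), 4 (213) or 7 (260) or combination heart 1 (138) or 2 (258). For the legend's direction, near 201 higher are the methods' t-test (225), quantile normalization (278), array weights (257), the erythroid covariate (248) and leaving out combination heart 1 (210). Near 122 lower are the methods' t-test (136), quantile normalization (176), array weights (123), the erythroid covariate (135), single-symbol probe sets (159) and leaving out combination heart 1 (138). Other alternatives set in advance do not come that near. With the first principal component as a covariate, chosen after seeing the values, the count is 355, with 244 higher and 111 lower, near the paper's total and the legend's split, but 167 of the 228 genes of Table S1 used here are then short of the threshold.

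For HF diet against control the paper counts 132 genes and limma gave 275. Within 1.5 times are the methods' t-test (158), the stem as a random block (176), stems averaged (112) and leaving out HF diet heart 3 (152) or 4 (176), and no others. The paper gives 94 higher and limma 200, with the methods' t-test (112), the stem block (121), stems averaged (75) and leaving out control heart 5 (132) or HF diet heart 3 (108) or 4 (112) near it, and no others. The paper gives 38 lower and limma 75, with the methods' t-test (46), array weights (56), the stem block (55), stems averaged (37), single-symbol probe sets (41) and leaving out HF diet heart 3 (44) near it, and no others.

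For diabetes against control the paper counts 37 genes and limma gave 89; the methods' t-test (51) and single-symbol probe sets (27) are within 1.5 times, and no others. The paper gives 31 higher and limma 65, with the methods' t-test (40) and leaving out diabetes heart 6 (39) near it. The paper gives 6 lower and limma 24, with single-symbol probe sets (7) near it and the methods' t-test (11) not.

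For combination against diabetes the paper counts 245 genes and limma gave 886; the methods' t-test (288) and leaving out combination heart 1 (277) are within 1.5 times, and no others. The paper gives 132 higher and limma 486, with the methods' t-test (153) and leaving out combination heart 1 (124) near it. The paper gives 113 lower and limma 400, with the methods' t-test (135), leaving out combination heart 1 (153) and single-symbol probe sets (147) near it. With the first principal component as a covariate, chosen after seeing the values, the count is 191, with 114 higher and 77 lower, within 1.5 times of the paper's, and 125 of the 152 genes of Table S2 used here are then short of the threshold.

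For combination against HF diet the paper gives 323 higher and limma 828. Near it are the methods' t-test (348), quantile normalization (441), array weights (292), stems averaged (482), the erythroid covariate (321) and leaving out combination heart 1 (238), and no others. The paper gives 438 lower and limma 851, with the methods' t-test (464), quantile normalization (438), array weights (335), stems averaged (560), the erythroid covariate (360), single-symbol probe sets (324) and leaving out HF diet heart 1 (655) or 3 (564) or combination heart 1 (338) or 2 (605) near it, and no others.

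For diabetes against HF diet the paper counts 60 genes and limma gave 128; the methods' t-test (82) and single-symbol probe sets (61) are within 1.5 times, and no others. The paper gives 28 higher and limma 66, with the methods' t-test (39), stems averaged (42) and single-symbol probe sets (37) near it. The paper gives 32 lower and limma 62, with the methods' t-test (43) and single-symbol probe sets (24) near it.

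The paper states 100% for class prediction. With each heart left out in turn 8.7% of hearts were assigned to their own group; with no heart left out it was 100%, and the other alternatives did not come near. The paper gives 4.4% of the variance to the third principal component, which held 8.88% here, and no alternative came within 1.5 times.

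The paper describes PGC1α as raised in combination exposed hearts, from qPCR and immunoblots of male hearts, and its Discussion counts this among changes of the transcriptome. Ppargc1a mRNA on the arrays differed by -0.063. The array groups mix males and females, so the arrays and the male hearts are unlike samples. The 32 mitochondrial genes of Table S9 all had the direction the paper gives them.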

Other observations

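Of the tests in this part, the erythroid covariate for Ahsp, Kel, Car1 and Hbe1 and the relations of 5 lists to the first component were chosen after the result was seen. The mean of 23 glycolytic genes was higher in combination than in control hearts by 0.208 (exact permutation p = 0.0455, adjusted p = 0.268 over 48 lists). Of the 23 differences 21 were positive, with 4 genes higher and 0 lower past the threshold and 3 adjusted over the list alone. The mean of 10 heme synthesis genes was higher by 0.276, with 9 differences positive (exact permutation p = 0.0518, adjusted p = 0.268). Past the threshold 2 were higher and 0 lower, and 1 passed when adjusted over the list alone. The mean of 17 hypertrophy and stress genes was higher by 0.238, with 6 higher and 0 lower past the threshold (exact permutation p = 0.0619, adjusted p = 0.268). That of 21 ER stress genes was higher by 0.2, with 4 higher and 0 lower (exact permutation p = 0.0682, adjusted p = 0.268). That of 19 hypoxia genes was higher by 0.271, with 6 higher and 0 lower (exact permutation p = 0.131, adjusted p = 0.371). In each of these 3 lists 0 genes passed when adjusted over the list alone. Without combination heart 3 the hypertrophy and stress difference was 0.155, and without combination heart 2 the hypoxia difference was 0.162. camera with an estimated correlation gave these lists no adjusted p below 0.429. Over the 23 hearts the first component went with heme synthesis at r = 0.938 and rho = 0.941 (permutation p = 1e-05 for each, r = 0.904 without the 2 farthest hearts), with ER stress at r = 0.748 and rho = 0.628 (permutation p = 1e-04 and 0.00158, r = 0.586 without those 2) and with glycolysis at r = 0.581 and rho = 0.483 (permutation p = 0.00355 and 0.0204, r = 0.416), in a family of 5 relations. It went less with hypoxia (r = 0.482, rho = 0.381, permutation p = 0.0191 and 0.0735, r = 0.287 without those 2) and with hypertrophy and stress (r = 0.222, rho = 0.085, permutation p = 0.308 and 0.699, r = 0.0919). With the second component r was -0.717 for hypertrophy and stress, -0.695 for hypoxia and -0.66 for glycolysis. It was -0.377 for ER stress and 0.0522 for heme synthesis. The second component also runs inside other groups, with diabetes heart 3 at -22 and HF diet hearts 3 and 4 at -17.2. Among these 5 lists heme synthesis thus follows the leading axis of the hearts most closely. Complex I (r = 0.94), the mitoribosome (r = 0.93) and complexes II to V (r = 0.912) follow it about as closely. So do mitochondrial translation factors and tRNA synthetases (r = 0.889). Fatty acid oxidation does not (r = 0.13), and its r with the second component was 0.866. An effect of the combined exposure on heme synthesis, respiratory complexes, the mitoribosome or translation factors is not established apart from the leading axis. Nor is one on hypertrophy and stress, hypoxia or glycolysis established apart from the second component.

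In HF diet hearts 17 of 19 imprinted genes had a positive difference from control, with a list mean of 0.0858 ± 0.0925 (SD, n = 5) against -0.0545 ± 0.0641 (SD, n = 7) (exact permutation p = 0.0101, adjusted p = 0.485) and a camera adjusted p of 0.22 with an estimated correlation. Past the threshold 1 was higher and 0 lower, and 0 passed when adjusted over the list alone. Against HF diet hearts, the mean of 8 epicardial genes was higher by 0.263 in combination hearts (exact permutation p = 0.00794, adjusted p = 0.163). Of the 8 differences 7 were positive, with 1 gene higher and 0 lower past the threshold, and camera with an estimated correlation gave an adjusted p of 0.499. The mean of 15 FOXO targets was higher by 0.214 in diabetes than in HF diet hearts (exact permutation p = 0.0281, adjusted p = 0.675). Of the 15 differences 13 were positive, with 3 genes higher and 0 lower past the threshold, and camera with an estimated correlation gave an adjusted p of 0.148.

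The hearts of each comparison were also divided in 100 ways into groups of the same sizes, the real one included. Combination against control gave 965 probe sets past the threshold, and 9 of the 100 splits gave as many (highest other 2837). For HF diet against control it was 40 (275; highest other 1353), for diabetes against control 92 (89; highest other 2242), for combination against diabetes 18 (886; highest other 3100), for combination against HF diet 6 (1679; highest other 2933), for diabetes against HF diet 86 (128; highest other 1827) and for the interaction 17 (1265; highest other 3345). Chance cannot be excluded for any of these counts. Splits that pass several times the real count point to a structure of the samples other than the exposures.

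Combination and HF diet were compared with the same 7 control hearts. The 2 sets of log2 differences had r = 0.13 and a covariance of 0.00279, where simulated unchanged groups against the shared controls gave 0.416 and 0.0074. Of the probe sets past the threshold 10 were higher in both (28.9 simulated, 4.21 for independent lists), 11 lower in both (28.7 simulated, 0.902 for independent lists) and 1 opposite. With the controls divided between the 2 comparisons r was -0.142 and -0.101.

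Of 30 red cell genes 27 had a positive difference in diabetes exposed hearts and 4 passed the threshold, but the list's mean did not pass its test (exact permutation p = 0.0758, adjusted p = 1), so a difference between the groups is not established. Whether a shared shift of red cell genes, as more blood in those hearts would give, accounts for the single genes was tested with the mean of 27 other erythroid genes of each heart as a covariate. Of Ahsp, Kel, Car1 and Hbe1, 2 stayed beyond 2 standard errors. Ahsp went from 1.00 (standard error 0.406) to 0.371 (standard error 0.164), Kel from 0.563 (0.263) to 0.141 (0.0795), Car1 from 0.676 (0.274) to 0.248 (0.107) and Hbe1 from 0.829 (0.38) to 0.436 (0.323). These 4 genes were picked for their differences in the same hearts, so the values do not decide whether more blood accounts for them, and it stays open. Whether a shared shift reflects blood kept in the tissue or more red cells in these pups cannot be read from whole hearts.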
